# Differential *in vivo* labeling with barcoded antibodies allows for simultaneous transcriptomic profiling of airway, lung tissue and intravascular immune cells

**DOI:** 10.3389/fimmu.2023.1227175

**Published:** 2023-11-29

**Authors:** Barbara C. Mindt, John Kim, Troy Warren, Yang Song, Antonio DiGiandomenico

**Keywords:** respiratory disease, *in vivo* antibody labeling, spatial transcriptomics, scRNA-seq, bacterial lung infection, neutrophils

## Abstract

Single-cell RNA sequencing (scRNA-seq) is the state-of-the-art approach to study transcriptomic signatures in individual cells in respiratory health and disease. However, classical scRNA-seq approaches provide no spatial information and are performed using either bronchoalveolar lavage fluid (BAL) or lung single cell suspensions to assess transcript levels in airway and tissue immune cells, respectively. Herein we describe a simple method to simultaneously characterize transcriptomic features of airway, lung parenchymal and intravascular immune cells based on differential *in vivo* labeling with barcoded antibodies. In addition to gaining basic spatial information, this approach allows for direct comparison of cells within different anatomical compartments. Furthermore, this method provides a time- and cost-effective alternative to classical scRNA-seq where lung and BAL samples are processed individually, reducing animal and reagent use. We demonstrate the feasibility of this approach in a preclinical mouse model of bacterial lung infection comparing airway, parenchymal and vasculature neutrophils early after infection.

## 1 Introduction

Acute and chronic lung diseases are a leading cause of death and disability worldwide. Chronic obstructive pulmonary disease (COPD) alone accounted for more than 3.23 million deaths in 2019 representing the 3^rd^ leading cause on a global scale (1). On the other hand, lower respiratory infections (LRIs) including pneumonia and bronchiolitis are still a substantial cause of mortality in the elderly population and young children, respectively (2, 3). To counteract this trend and identify new therapeutic targets to tailor novel more effective intervention strategies, it is crucial to understand disease-associated changes in lung immune cells. Constant advances in single-cell RNA sequencing (scRNA-seq) technologies such as cellular indexing of transcriptomes and epitopes by sequencing (CITE-seq) which uses oligonucleotide-labeled antibodies now enable simultaneous analysis of gene as well as surface protein expression on a single cell level (4). However, scRNA-seq data provide no spatial information, which is especially problematic when analyzing immune responses in functionally highly compartmentalized organs such as the lung where expression profiles vary substantially based on whether cells are localized in the airways, the parenchyma or the vasculature.

Here, we developed a simple method to differentially label airway and blood immune cells by intravenous and intratracheal administration of distinct barcoded pan-leukocyte anti-CD45 antibodies. Single cell suspensions of lung and airway cells are further labeled with additional CITE-seq antibodies and transcript and cell surface protein expression levels are obtained following a generic CITE-seq workflow. Airway and intravascular leukocytes can be further stratified based on their respective anti-CD45 barcode, whereas parenchymal immune cells remain unlabeled. We demonstrate that antibody staining is highly specific for the respective compartment with minimal inter-anatomical cross-contamination. Using this basic spatial separation, we further show how neutrophil gene expressions profiles differ in the airways, tissue and vasculature following infection with non-typeable *Haemophilus influenzae* (NTHi), a bacterium often associated with exacerbations of chronic airway disease.

This method has a wide scope of applications and can be employed to analyze homeostatic differences in transgenic animal models as well immune responses in pre-clinical mouse models of lung disease including allergic airway inflammation, bacterial and viral lung infection as well as sterile injury models. The protocol is simple, adaptable and allows for simultaneous analysis of parenchymal, airway and blood immune cells from the same animal, thereby saving time and reagents.

## 2 Materials and equipment

### 2.1 Reagents

- NTHi glycerol stock
- Chocolate agar (Hardy Diagnostics; cat# E14)
- Phosphate buffered saline (PBS) pH 7.2 (Gibco, cat# 20012-043)
- KetaVed^®^ Ketamine Hydrochloride injection (100 mg/mL, VedCo Inc.)
- AnaSed^®^ Xylazine injection (20 mg/mL, Akorn Animal Health)
- Sterile saline (0.9%; Covetrus, cat# 069169)
- Dulbecco’s phosphate buffered saline (DPBS) (Gibco, cat# 14190-144)
- heat-inactivated fetal bovine serum (HI-FBS) (Gibco, cat# 10082-147)
- RPMI-1640 + L-Glutamine (Gibco, cat# 11875-085)
- recombinant murine CD45 (rmCD45) (100 μg/ml in DPBS; R&D, cat# 114-CD-050)
- Liberase™ TM (4 mg/mL in DPBS; Roche, cat# 5401127001)
- dsDNAse (ThermoFisher, cat# EN0771)
- ACK Lysing buffer (Gibco, cat# A10492-01)
- 0.4% Trypan Blue Stain (Gibco, cat# 15250-061)
- 0.5 M EDTA (Invitrogen, cat# 15575-038)
- 10% Bovine Serum Albumin (BSA) solution (Sigma-Aldrich, cat# A1595-50ML)
- Mouse anti-Ly-6G microbeads (Miltenyi Biotec, cat# 130-120-337)
- TruStain FcX™ (anti-mouse CD16/32) Antibody (BioLegend, cat# 101320)
- LIVE/DEAD™ Fixable Blue Dead Cell Stain Kit (Invitrogen, cat# L23105)
- eBioscience™ FoxP3/Transcription Factor Staining Buffer Set (Invitrogen, cat# 00-5523-00)

### 2.2 Equipment and consumables

- Sterile cotton tipped applicators (Dukal Corporation, cat# 9016)
- CO_2_ incubator
- PIPETBOY acu 2 pipet aid (Integra Biosciences)
- Serological pipettes (25 mL, 10 mL, 5 mL)
- Single-channel Micropipettes (P1000, P200, P10, P1; Gilson) + tips
- UV-Vis Scanning Spectrophotometer (GENESYS 10; Thermo Scientific)
- Disposable polystyrene cuvettes (ThermoFisher Scientific, cat# 221S)
- Heat Lamp and mouse restraint for i.v. injections
- 1 ml TB syringe 27G x 1/2 (BD, cat# 309623) for i.v. injections
- 1 ml TB syringe 25G x 5/8” (BD, cat#309626) for i.p. injections
- Dissection tools (tweezers, scissors)
- Gauze sponges (Dukal Corporation, cat# 4162)
- i.v. catheters (20G x 1”; Terumo, cat# SR*FF2025)
- 1 mL syringes (BD, cat# 309659)
- 500 mL Vacuum Filter/Storage Bottle Systems, 0.22 µm pore size (Corning, cat# 431097)
- 250 mL Vacuum Filter/Storage Bottle System, 0.22 µm pore size (Corning, cat# 431096)
- GentleMACS™ C tubes (Miltenyi Biotec, cat# 130-093-237)
- GentleMACS™ Octo Dissociator (Miltenyi Biotec, cat# 130-096-427)
- 50 mL Centrifuge tubes (VWR, cat# 89039-662)
- 70 μM cell strainers (Corning, cat# 431751)
- 40 μM cell strainers (Corning, cat# 431750)
- 3 mL syringes (BD, cat# 309657)
- 15 mL Centrifuge tubes (VWR, cat# 89039-670)
- Vi-CELL™ XR Cell Viability Analyzer (Beckman Coulter)
- Hemacytometer (Hausser Scientific, cat# 3100)
- QuadroMACS™ Separator (Miltenyi Biotec, cat# 130-090-976)
- MACS MultiStand (Miltenyi Biotec, cat# 130-042-303)
- LS columns (Miltenyi Biotec, cat# 130-042-401)
- Microcentrifuge (5427 R; Eppendorf)
- 96-well v-bottom microplates (Corning, cat# 3897)
- Chromium Next GEM Single Cell 3’ Kit v3.1 (10x Genomics, cat# 1000269)
- Dual Index Kit TT Set A (10x Genomics, cat# 1000215)
- Dual Index kit NT Set A (10x Genomics, cat# 1000242)
- NovaSeq 6000 SP Reagent Kit v1.5 (cat# 20028319)
- BD FACSymphony™ A5 cell analyzer (BD Biosciences)
- Chromium Controller (10x Genomics)
- NovaSeq 6000 Sequencing System (Illumina)

### 2.3 Solutions

- Ketamine (67 mg/kg) + xylazine (13 mg/kg) for anesthesia

 o 1.68 mL ketamine (100 mg/mL)
 o 1.63 mL xylazine (20 mg/mL)
 o 21.7 mL isotonic saline
 o Prepare fresh before use.

- Ketamine (500 mg/kg) + xylazine (50 mg/kg) for euthanasia

 o 1.6 mL ketamine (100 mg/mL)
 o 0.8 mL xylazine (20 mg/mL)
 o 0.8 mL isotonic saline
 o Prepare fresh before use.

- FACS buffer (DPBS + 2% FBS)

 o 10 mL HI-FBS
 o 490 mL DPBS
 o Sterile filter and store at 4°C

- PBE buffer (PBS + 0.5% BSA + 2 mM EDTA)

 o 25 mL 10% BSA solution
 o 2 mL 0.5 M EDTA
 o 473 mL PBS (pH7.2)
 o Sterile filter and store at 4°C

- Staining buffer (PBS + 1% BSA)

 o 20 mL 10% BSA solution
 o 180 mL DPBS
 o Sterile filter and store at 4°C

## 3 Methods

All procedures described in this study were performed in accordance with federal, state and institutional guidelines and were approved by the AstraZeneca Institutional Animal Care and Use Committee. Procedures were carried out using adult female Balb/cJ mice purchased from Taconic Biosciences (Germantown, NY). Animals were maintained under specific pathogen-free conditions with *ad libitum* access to food and water.

### 3.1 Preparation of bacterial inoculum and intranasal infection

- The day before infection, streak bacteria from frozen glycerol stock as a lawn on a nutrient agar plate using a sterile cotton swab. Incubate overnight at the requisite growth temperature. In our case NTHi was plated on chocolate agar and grown at 37°C in the presence of 5% CO_2_.
- Collect bacteria from the plate using a sterile cotton swab and suspend in sterile PBS (pH 7.2) to an optical density at 600 nm (OD_600_) of 1.0 which corresponds to a known amount of colony forming units (CFU)/mL.
- If necessary, dilute bacterial suspension further with PBS (pH 7.2) to the desired CFU/mL. Keep inoculum at room temperature and use within 15 min of preparation.
- Anesthetize mice by intraperitoneal injection of 200 μL ketamine/xylazine solution until a proper plane of anesthesia is attained as assessed by absence of pedal withdrawal reflex.
- Hold fully anesthetized mouse vertically and administer a total of 50 μL bacterial suspension dropwise in the middle of the nostrils using a P200 pipettor. Wait for mice to completely inhale the liquid before administering the next drop.

### 3.2 *In vivo* antibody labeling and lung isolation

- To label intravascular leukocytes, administer 150 μL (2 μg/mouse diluted in sterile DPBS) of anti-CD45 (clone 30-F11) intravenously via tail vein injection and let antibody circulate for 5 min.
- Euthanize animals by intraperitoneal injection of 200 μL concentrated ketamine/xylazine. Alternatively, a lethal dose of sodium pentobarbital can be used.
- Note: It is vital that lung barrier remains intact during euthanasia to avoid entry of blood in the alveoli and thereby mislabeling of blood leukocytes by the intratracheally administered pan-leukocyte antibody and *vice versa*. Consequently, euthanasia by carbon dioxide asphyxiation should be avoided since it may lead to alveolar extravasation, pulmonary oedema, and hemorrhage (5, 6). Also, refrain from cervical dislocation as a method of euthanasia to preserve the integrity of the trachea and adjacent neck structures.
- Pin mouse on its back on an angled (approximately 45°) dissecting tray and disinfect the neck area with 70% ethanol.
- Lift skin using forceps and make an incision at the mid-line of the neck with anatomical scissors.
- Use two fine-tipped forceps to carefully pull the salivary glands covering the trachea to the side. If blood vessels are damaged, use gauze pads to absorb blood before proceeding.
- Pull the muscle surrounding the trachea apart using tweezers and insert an i.v. catheter between the cartilage rings below the larynx. To avoid lung damage do not insert the catheter too far into the trachea.
- To label airway immune cells, carefully remove the puncture needle and slowly instill 800 μL cold anti-CD45.2 (clone 104; 2 μg/mouse diluted in sterile RPMI-1640) via the catheter using a 1 mL syringe.
- Leave the syringe attached to the catheter for 5 min before retrieving BAL.
- Transfer BAL to a GentleMACS C tube on ice containing 600 μL RPMI-1640 medium, 125 μL HI-FBS and 50 μL rmCD45 (100 μg/mL in PBS). Swirl to mix.
- Instill lungs once more with 800 μL cold RPMI-1640 + 50 μL rmCD45. Wait for 5 min, retrieve liquid and pool with the first lavage in the GentleMACS tube.
- Optional: Add appropriate volumes of TruStain FcX™ (anti-mouse CD16/32) antibody to the instillation mix and additionally to the pooled cells in the GentleMACS tube to prevent potential binding of rmCD45-anti-CD45 complexes to Fcγ receptors on respective cells. TruStain FcX™ should be used at 1 μg per 10^6^ cells. Adjust volume based on expected cell numbers in BAL and whole lung accordingly.
- Adjust volume in the GentleMACS to 2.35 mL with cold RPMI-1640.
- For lung isolation lift skin and peritoneal wall using forceps and make an incision beneath the ribcage. Cut the skin and peritoneal wall along the ribcage towards both sides of the abdomen without damaging underlying organs.
- Pierce and cut the diaphragm along the ribcage on both sides avoiding the lung.
- Cut the ribcage on both sides and remove the sternum and isolate lung from pleural cavity.
- Transfer to the GentleMACS tube containing the pooled BAL fractions.

### 3.3 Preparation of single cell suspensions from lung tissue

- Attach tubes on the GentleMACS dissociator and mince lung tissue using program “m_lung_01_02” (36 sec, 165 rpr).
- Add 125 μL Liberase™ (4 mg/mL in DPBS) and 3 μL dsDNAse, mix and digest for 30 min at 37°C (5% CO_2_).
- Further homogenize digested tissue on the GentleMACS dissociator using program “m_lung_02_01” (37 sec, 2079 rpr).
- Strain homogenate over a 70 μM cell strainer into a 50 mL Falcon tube
- Rinse cell strainer with 10 mL cold FACS buffer and centrifuge (5 min, 450 x g, 4°C).
- Remove supernatant, suspend pellet in 10 mL cold FACS buffer and centrifuge (5 min, 450 x g, 4°C).
- Remove supernatant, suspend pellet in 2 mL ACK lysing buffer and incubate for 4 min at room temperature to lyse red blood cells.
- Bring volume to 15 mL with FACS buffer, centrifuge (5 min, 450 x g, 4°C) and remove supernatant.
- Suspend pellet in 10 mL FACS buffer, centrifuge (5 min, 450 x g, 4°C), pipet off supernatant completely and resuspend cells in 1 mL staining buffer (PBS + 1% BSA)
- Dilute cells 1:10 in PBS (100 μL cells + 900 μL PBS) and determine viable cell counts using an automated cell counter. Alternatively, dilute cells in Trypan Blue solution and count manually with a hemacytometer according to the manufacturer’s instructions.
- Transfer 3 x 10^6^ cells/sample to each well of a 96-well v-bottom plate for FACS staining.

### 3.4 Neutrophil magnetic bead enrichment

Neutrophils are isolated using anti-Ly-6G microbeads according to the manufacturer’s instructions.

- Strain cells over a 70 μM cell strainer and wash strainer with 5 ml cold PBE buffer.
- Centrifuge cells at 300 x g for 10 min and completely remove supernatant.
- Suspend cell pellet in 90 μL cold PBE buffer per 1 x 10^7^ cells and add 10 μL anti-Ly-6G microbeads per 1 x 10^7^ cells. Adjust buffer and bead volumes accordingly.
- Mix and incubate at 4°C (no for 10 min.
- Add 2 mL cold PBE buffer/10^7^ cells and centrifuge for 10 min at 300 x g.
- During the spin, load an LS column in the QuadroMACS™ Separator attached to the MACS MultiStand and equilibrate with 3 mL cold PBE buffer.
- Discard supernatant and suspend up to 10^8^ cells in 500 μL cold PBE buffer.
- Load cell suspension on LS column and wait for column reservoir to empty by gravity flow.
- Wash column 3x with 3 ml cold PBE buffer, remove column from magnet and transfer to a 15 mL centrifugation tube.
- Add 5 ml cold PBE buffer and immediately force liquid through column using the provided plunger.
- Spin cells at 300 x g for 10 min, suspend in 1 mL cold FACS buffer and determine viable cell counts using an automated cell counter or count manually with a hemacytometer and Trypan Blue solution according to the manufacturer’s instructions.

### 3.5 Cell surface protein labeling with TotalSeq-B antibodies for CITE-seq analysis

- Spin cells and suspend in 50 μl staining buffer per 10^6^ cells.
- Transfer 150 μl sample to the wells of a 96-well v-bottom plate for FACS staining and keep on ice (see 3.6).
- Transfer 50 μl cell suspension to a 1.5 mL Eppendorf tube and add 5 μl TruStain FcX blocking reagent.
- Mix and incubate for 10 min at 4°C to block FcγRII/III receptors.
- Add 45 μl TotalSeq-B antibody mix prepared in staining buffer (0.5 μg antibody/sample). All antibodies used in the mix are listed in **Supplementary Table 1**.
- Incubate for 30 min at 4°C and centrifuge (5 min, 350 x g, 4°C).
- Discard supernatant and wash cell pellets 3x with 1 mL staining buffer.
- Resuspend in 300 μl PBS and determine cell counts with a hemacytometer.
- Dilute to 700 - 1200 cells/μL (= 0.7 – 1.2 x 10^6^ cells/mL).

### 3.6 Cell surface protein labeling for flow cytometry

- Transfer 1-5 x 10^6^ cells/sample to the wells of a 96-well v-bottom plate, centrifuge (5 min, 450 x g, 4°C) and discard supernatant.
- Resuspend cells in 50 μL cold CD16/CD32 dilution (1:100 in FACS buffer) and incubate for 15 min on ice to block FcγRII/III receptors.
- While cells are blocking prepare antibody cocktail in cold FACS buffer (antibodies used and dilutions are provided in **Supplementary Table 1**.
- Centrifuge (5 min, 450 x g, 4°C), discard supernatant, resuspend cell pellet in 50 μL antibody dilution and incubate for 30 min on ice in the dark.
- Add 120 μl cold DPBS and spin (5 min, 450 x g, 4°C).
- Remove supernatant, resuspend cells in 150 μl cold DPBS and spin again (5 min, 450 x g, 4°C).
- While cells are spinning, resuspend Fixable Blue viability dye in anhydrous DMSO according to the manufacturer’s instructions, further prepare a 1:1000 dilution in cold DPBS and store in the dark on ice until use.
- Remove supernatant, resuspend cell pellet in 50 μl viability dye dilution and incubate on ice in the dark for 30 min.
- Add 120 μl cold FACS buffer, spin (5 min, 450 x g, 4°C) and remove supernatant.
- Resuspend cells in 150 μl cold FACS buffer, spin again (5 min, 450 x g, 4°C).
- During spin, prepare Fix/Perm solution of FoxP3/Transcription Factor Staining Buffer Set according to the manufacturer’s protocol (1 part concentrate + 3 parts diluent).
- Discard supernatant, resuspend cells in 50 μl Fix/Perm solution and incubate in the dark on ice for 30 min.
- Spin (5 min, 450 x g, 4°C), remove supernatant and resuspend pellet in 150 μl cold FACS buffer.
- Centrifuge again (5 min, 450 x g, 4°C) and add 150 μl cold FACS buffer.
- Cover plate with a sealing film, wrap in tin foil and store in the fridge for up to three days until acquisition on a flow cytometer.

### 3.7 CITE-seq

Labeled cell suspensions were partitioned into single-cell droplets with a Chromium Controller (10x Genomics) and gene expression and cell surface protein libraries were further generated using Chromium Single Cell 3’ Reagent Kits with Feature Barcoding Technology (10x Genomics) following the manufacturer’s recommendations. Samples were sequenced on a NovaSeq 6000 Sequencing System (Illumina) and the resulting FASTQ files were processed with CellRanger (version 6.0.1, 10X Genomics). Unless noted, all the analysis for the single-cell RNA-sequencing was done using the Python Scanpy framework (Scanpy version 1.9.1) (7). Cells were further filtered to include cells with log1p values of isotype control antibody reads (< 6), number of antibodies detected per cell (< 30), mitochondrial reads (< 30%), total RNA reads (< 40000), number of genes (< 6000 and > 200). 

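Of the 9112 cell barcodes in the count matrix, 4766 (52.3%) met all of these criteria. The number of antibodies detected decided almost all of this: 4296 barcodes (47.1%) failed that criterion and no other. Taken alone, the isotype control criterion was met by 9063 barcodes, the mitochondrial criterion by 9111, the criterion on total RNA by 9112 and the criterion on the number of genes by 9111. The isotype control value was taken as log1p of the summed counts of the 7 isotype controls, and applying the limit to each control separately kept the same 4766 barcodes. An antibody was counted as detected at 1 or more UMIs (unique molecular identifiers, which tag single captured molecules). The panel held 32 antibodies, so a barcode failed when at least 30 of them had a UMI. The median number of antibodies detected was 28 in the barcodes kept and 31 in those removed.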

To normalize antibody reads in the dataset, denoised and scaled by background (DSB) program (8) using the default parameters implemented in MUON package (version 0.1.2) was used (9). Filtered raw RNA reads were further normalized and log-transformed using *normalize_total* and *log1p* functions, respectively and data were further scaled using *scale* function. Before data scaling, log-normalized data were stored separately for further downstream analysis such as differential expression test. DSB-normalized protein reads were clustered using Leiden algorithm after generating a neighborhood graph with default parameters and for three different resolution settings (0.25, 0.5, 0.75). For each resolution, a heatmap was plotted for the average expression of proteins per cluster to determine at which resolution biologically relevant clusters can be visualized. To assign the respective anatomical location to each cell, we first used histograms of DSB-normalized CD45 and CD45.2 antibody reads to determine the cut-offs. Respective cut-offs were applied to each separate anatomical location (0.3 for CD45.2^+^CD45^-^ airway cells; > 0.28 for CD45.2^-^CD45^+^ intravascular leukocytes; < 0.3 and < 0.28 for CD45.2^-^CD45^-^ parenchymal cells). For differential expression (DE) test per cluster, *tl.rank_genes_groups* function with Wilcoxon rank-sum test was used.

### 3.8 Statistical analyses

All data were analyzed with GraphPad Prism software (GraphPad Software). P values below 0.05 were regarded as statistically significant (*p<0.05, **p<0.01, ***p<0.001). Unless otherwise indicated, figures display means ± standard deviation (SD). Experiment sample sizes (n), experiment replicate numbers and statistical tests used are included in the respective figure legends.

## 4 Results

### 4.1 Administration of i.v. and i.t. anti-CD45 antibodies results in efficient and stable labeling of intravascular and airway immune cells

For *in vivo* labeling of immune cells in the vasculature and the airways, two different clones of pan-leukocyte anti-CD45 antibodies, clone 30-F11 and clone 104, are administered intravascularly or intratracheally, respectively. To ensure the amount of antibody used is sufficient to label all cells present in the respective anatomical compartment, we administered fluorescently labeled antibody versions via the designated route. In addition, we stained the labeled BAL or blood cells with the other anti-CD45 clone to gate on all CD45^+^ cells. Potential steric competition between antibodies was assessed beforehand by preincubation of mouse splenocytes with either fluorescent clone 104 or 30-F11 followed by staining with the respective other clone and comparison to single-stained cells (**Supplementary Figure 1**). 30-F11 staining intensity, depicted as geometric mean fluorescence intensity (gMFI), was not affected by prior labeling of cells with clone 104 (**Supplementary Figure 1A**). When cells were prelabeled with 30-F11, staining intensity of 104 was significantly lower compared to the single-labeled cells indicating some binding interference (**Supplementary Figure 1B**). However, frequencies of double-positive cells remained comparable to the 104-only stained control indicating both clones can be used for simultaneous labeling of leukocytes (**Supplementary Figures 1C, D**). Importantly, flow cytometric analysis following *in vivo* antibody instillation showed that all immune cells in the airway and vasculature were labeled with clone 104 or 30-F11 respectively, indicating that the used concentrations and experimental conditions were suitable to efficiently tag leukocytes *in vivo* (**Figures 1A, B**). Studies were performed on infected as well as uninfected animals to ensure consistent labeling under both conditions and antibody concentrations should be tested beforehand when a different model is used. To determine whether CD45 labeling remains stable during downstream processing steps, we labeled airway and blood leukocytes with fluorescently labeled antibodies *in vivo*. Isolated BAL and blood cells further underwent enzymatic digestion with Liberase and dsDNase and CD45 gMFI was compared to that of undigested cells (**Figures 1C, D**). Double strand-specific DNase was used to preserve the integrity of the TotalSeq B-barcodes since regular DNase I also utilizes single-stranded DNA as a substrate. gMFIs did not change with digestion indicating that anti-CD45 antibodies remain stably bound to their epitopes during processing and can be confidently used under the tested conditions for scRNA-seq analysis.

**Figure 1:**
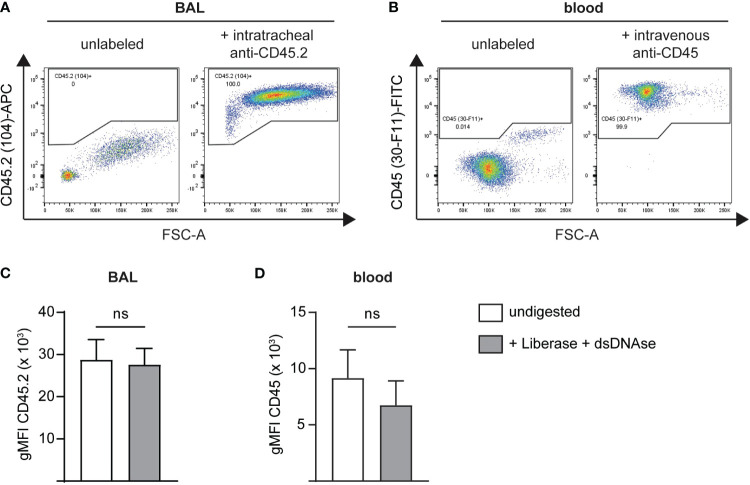
Administration of i.v. and i.t. anti-CD45 antibodies results in efficient and stable labeling of intravascular and airway immune cells. BAL or blood cells were *in vivo* labeled, isolated and co-stained with an anti-CD45 antibody binding to a different CD45 epitope followed by flow cytometric analysis. Representative flow cytometry plots of single live CD45^+^ **(A)** airway cells after intratracheal administration of 2 μg anti-CD45.2 (clone 104)-APC followed by BAL cell staining with anti-CD45 (clone 30-F11)-FITC or **(B)** blood leukocytes following intravascular administration with 2 μg anti-CD45 (clone 30-F11)-FITC via tail vein injection and staining of blood cells with anti-CD45.2 (clone 104)-APC. **(C)** gMFI of CD45.2 (clone 104) on BAL cells before (white bar) and after digestion (grey bar) with Liberase and dsDNAse. **(D)** gMFI of CD45 (clone 30-F11) on blood cells before (white bar) and after digestion (grey bar) with Liberase and dsDNAse. Data are representative of three independent experiments with n = 3–5 mice per group. Data are shown as mean ± SD and significance between groups was determined using a Mann-Whitney test. i.v., intravenous; i.t., intratracheal; FITC, fluorescein isothiocyanate; APC, allophycocyanin; BAL, bronchoalveolar lavage; gMFI, geometric mean fluorescence intensity. ns, non-significant.

### 4.2 Excess anti-CD45 antibodies can be effectively neutralized with recombinant CD45

During downstream lung processing, the airway and intravascular boundaries are disintegrated, and excess antibodies need to be neutralized to avoid cross-labeling of blood cells with unbound airway anti-CD45 or *vice versa*. We therefore instilled recombinant murine CD45 (rmCD45) intratracheally after antibody labeling and added additional recombinant protein to the lung digestion medium. The amount of rmCD45 needed to neutralize potentially unbound antibody was assessed by titration experiments where we incubated the respective fluorescent antibodies with increasing concentrations of rmCD45. This was followed by addition of mouse splenocytes and analysis of CD45 labeling by flow cytometry. As expected, all splenocytes were stained with either antibody in the absence of rmCD45 (**Figures 2A, B**). Clone 104 staining was completely abolished with 2.5 µg rmCD45 indicating that all antibody in solution had been effectively neutralized (**Figure 2A**). Similar observations were made with clone 30-F11, albeit 10 µg of rmCD45 were needed to achieve a similar degree of neutralization (**Figure 2B**). We next assessed whether 10 µg rmCD45 was a suitable concentration to neutralize unbound antibodies *in vivo*. We first analyzed neutralization efficiency in the airways by consecutive intratracheal administration of fluorescent anti-CD45 (clone 104) and rmCD45. To assess neutralization of anti-CD45 (30-F11), we administered a fluorescent version via tail vein injection, allowed the antibody to circulate and injected rmCD45 via the same route. Neutralization efficiency was assessed by the ability of BAL supernatant or plasma to label naïve mouse splenocytes and was analyzed by flow cytometry (**Figure 2C**). As expected, when only anti-CD45 was administered, all splenocytes were labeled, whereas the presence of rmCD45 in either airway or blood completely neutralized unbound antibody, evident by the lack of splenocyte labeling. We therefore chose 10 µg rmCD45 to proceed with our evaluation. It should be noted that this is a reference value for our model system. Component concentrations for other *in vivo* models should be tested and confirmed empirically before RNA-seq analysis.

**Figure 2:**
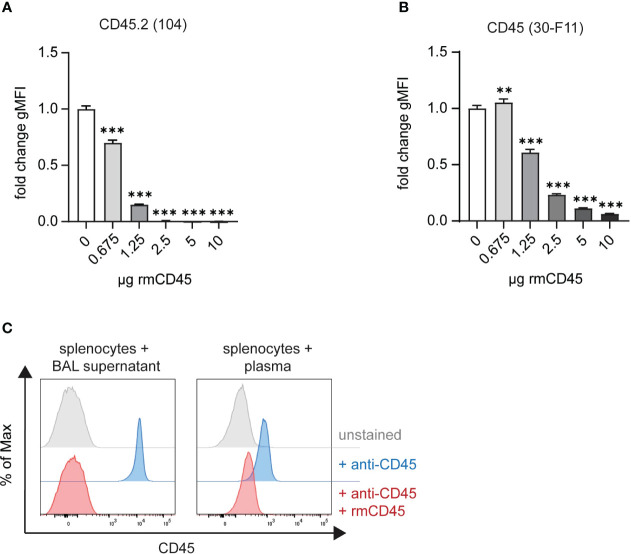
Excess anti-CD45 antibodies can be effectively neutralized with recombinant CD45. *In vitro* neutralization of 2 μg **(A)** anti-CD45.2 (clone 104)-APC or **(B)** anti-CD45 (clone 30-F11)-FITC with 0.675 – 10 ug rmCD45. Fluorochrome-labeled antibodies were incubated for 30 min with indicated amounts of rmCD45 in lung digestion medium and neutralization efficiency was assessed based on the antibody’s ability to stain naïve mouse splenocytes thereafter. Labeling efficiency is depicted as gMFI on single live cells. **(C)** Representative histograms plots of anti-CD45 *in vivo* neutralization in BAL (left panel) following consecutive i.t. administration of anti-CD45.2 (2 μg; clone 104)-APC and rmCD45 (10 μg) or in blood (right panel) after consecutive i.v. injection of anti-CD45 (2 μg; clone 30-F11)-FITC rmCD45 (10 μg). Neutralization efficiency was assessed by the ability of BAL supernatant or plasma to label naïve mouse splenocytes and was analyzed by flow cytometry. Unlabeled splenocytes or blood cells (grey histograms) were used as negative controls and mice that received antibody only (red histograms) served as maximum staining controls. Data are representative of three independent experiments with n = 3–5 mice per group. Data are shown as mean ± SD with **p < 0.01, ***p < 0.001 as determined by one-way ANOVA followed by Dunnett’s multiple comparisons test. rmCD45, recombinant murine CD45; i.v., intravenous; i.t., intratracheal; FITC, fluorescein isothiocyanate; APC, allophycocyanin; BAL, bronchoalveolar lavage; gMFI, geometric mean fluorescence intensity.

### 4.3 Intravascular and airway immune cells can be distinguished by compartmental CD45 labeling

To test the validity of our method we used an acute bacterial pneumonia model where we intranasally infected mice with a high dose of NTHi or administered PBS as a control. We additionally employed an acute LPS-induced lung inflammation model to further validate the specificity of our *in vivo* staining procedure. Blood and airway leukocytes were labeled with either fluorescent or TotalSeq-B anti-CD45 antibodies at 48 hours post-infection or 24 h after LPS challenge. 

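The TotalSeq-B experiment gave 1 library of lung neutrophils from NTHi-infected mice, read for RNA and for antibody barcodes in the same droplets (cellular indexing of transcriptomes and epitopes by sequencing). Mice had been infected for 48 h, and each received 2 µg of anti-CD45 intravenously and 2 µg of anti-CD45.2 intratracheally, followed by 10 µg of rmCD45 to neutralize free antibody. TotalSeq-B antibodies carry an oligonucleotide that is captured and counted like an mRNA. The legend of Supplementary Figure 4 gives 3 mice, and the files used here hold no assignment of cells to mice. All cells were therefore treated as 1 sample, and no test between animals and no p-value could be computed.

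The authors processed the reads with CellRanger 6.0.1, and the values are raw UMI counts for 32285 genes and 32 antibodies, of which 25 bind a target and 7 are isotype controls. The genome build and gene annotation behind the counts are not given in the sources used here. Over 9112 barcodes the library held 30892328 RNA UMIs and 31316115 antibody UMIs. The median barcode had 2580.5 RNA UMIs, 820 genes and 2759.5 antibody UMIs. The 2 CD45 labels differed widely in depth, with 855590 UMIs of anti-CD45.2 and 6573 UMIs of anti-CD45 over all barcodes. No barcode had fewer than 507 RNA UMIs, so the empty droplets that the DSB method needs as its background were not analysed here, and the labels were assigned from counts instead.

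Barcodes that met the authors' filter were clustered on RNA, and clusters were called neutrophil-like from markers fixed beforehand, which gave 3742 cells in clusters 0, 1, 2, 5 and 8. Interferon-induced genes (Ifit2, Ifit1, Rsad2) led cluster 8. Cluster 2, with 1267 cells, carried weaker neutrophil markers (a mean of 30.9% of its cells had a UMI of each marker) and none of them was among its 10 leading genes. A further cluster of 643 cells, led by Thbs1 and by Chil3, a gene on the fixed marker list for alveolar macrophages, was left unnamed and kept out. Its best match was the neutrophil class, with a mean of 51.7% of its cells with a UMI of each marker, but its 10 leading genes held a marker of another class and none of its own, a rule for naming clusters that was written after the clusters were seen. All 11 neutrophil markers were detected in it, and its median Ly6G antibody count of 591 was above that of every neutrophil-like cluster (highest 560). These cells may therefore be neutrophils that the naming rule left out of the main values. The CD45.2 cut-off, 17 UMIs, was the valley in the distribution of log1p counts. For CD45, the cut-off was the lowest count that at most 5% of CD45.2-high neutrophil-like cells reached. It came out at 1 UMI by a small margin, since 103 of 2082 such cells (4.95%, 95% interval 4.06 to 5.97) had at least 1 UMI. This rule by itself limits the share of CD45.2-high neutrophils that can carry both labels. RNA counts were summed over the cells of each compartment and expressed as CPM, that is, scaled to the total UMIs of the compartment. Intervals are exact 95% intervals (Clopper-Pearson for shares, conditional binomial for ratios, Poisson for counts), and they cover counting error only, not differences between mice.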

Depending on the cell population of interest, enrichment is usually performed preceding scRNA-seq to increase sequencing resolution. This often entails positive selection for CD45^+^ leukocytes using magnetic bead enrichment. We therefore tested whether *in vivo* CD45 labeling would interfere with positive selection via bead-bound anti-CD45 antibodies using lung cells labeled with anti-CD45-FITC (clone 30-F11), anti-CD45.2-APC (clone 104) or a combination thereof. While the purity of the CD45^+^ fraction was comparable in all conditions (>97%) after enrichment, the flowthrough (CD45^-^ fraction) of cells previously labelled with anti-CD45 (clone 30-F11) contained significantly higher frequencies of CD45^+^ cells than the unstained control or cells pre-labeled with anti-CD45.2 (clone 104) (**Supplementary Figure 2A**). In accordance, numbers of CD45^+^ cells (**Supplementary Figure 2B**) were markedly lower in CD45^+^ fractions from 30-F11-stained cells as opposed to unstained or 104-stained cells. On the other hand, there was a >25-fold increase of CD45^+^ cells recovered in the flowthrough, indicating insufficient retention of 30-F11-stained cells in the column. CD45^+^ enrichment should therefore be avoided, and enrichment should be performed by negative selection or with magnetic beads of a different specificity. We therefore directly enriched for neutrophils with Ly6G microbeads and using fluorescently labeled antibodies showed they are almost exclusively found in the lung vasculature of uninfected animals (**Figures 3A, B**). As expected, inoculation with NTHi or LPS challenge resulted in neutrophil recruitment from the blood to the site of infection indicated by distinct populations of CD45.2(104)^+^CD45.2(30-F11)^-^ airway, and smaller populations of CD45.2(104)^-^CD45.2(30-F11)^+^ intravascular and CD45.2(104)^-^CD45.2(30-F11)^-^ parenchymal neutrophils (**Figures 3A, C**; **Supplementary Figure 5A**). Importantly, almost no double-positive cells were observed indicating the absence of cross-labeling. This can be attributed to efficient neutralization of excess antibodies since all cells were labeled with intratracheal anti-CD45 antibody in the absence of rmCD45 after NTHi infection (**Supplementary Figure 3**). No staining with intravascular antibody could be detected on Siglec-F^+^CD11c^+^ airway-resident alveolar macrophages after NTHi infection, confirming the absence of antibody cross-contamination under the indicated conditions (**Supplementary Figure 3C**). 

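Among the 3742 neutrophil-like cells that met the filter, 1979 (52.9%, 51.3 to 54.5) carried only the intratracheal CD45.2 label and were taken as airway neutrophils. Neither label was found on 967 cells (25.8%, 24.4 to 27.3), taken as parenchymal, and 693 cells (18.5%, 17.3 to 19.8) carried only the intravenous CD45 label and were taken as blood neutrophils. The airway cells had a median of 77 CD45.2 UMIs, against 4 in parenchymal and 4 in blood neutrophils. The intravenous label was far shallower, with a median of 2 CD45 UMIs in blood neutrophils, of which 319 (46.0%, 42.3 to 49.8) had a count of 1. The CD45.2 cut-off was 17 UMIs, and at 8 and 34 UMIs airway neutrophils were 57.0% and 48.3% of the cells and parenchymal neutrophils 21.7% and 30.4%. At a CD45 cut-off of 2 UMIs, blood neutrophils were 9.99% of the cells and parenchymal neutrophils 34.4%. At 3 UMIs these shares were 5.16% and 39.2%. The largest change in the parenchymal share came from DSB-like values at the paper's cut-offs of 0.3 and 0.28, with a background estimated from the cells themselves, which left 50.5% airway, 7.78% parenchymal and 9.51% blood neutrophils and placed the remainder among cells with both labels. These values are in standard deviations of that background, so the cut-offs lie close to its mean and can call background cells positive. The paper set its cut-offs on histograms of its own DSB values, so this setting does not test its labels. Of the 643 cells in the unnamed cluster, 526 (81.8%) carried only the airway label, 69 neither label and 8 only the blood label.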

Distinct neutrophil populations could also be distinguished following infection based on distribution of CD45 barcodes after labeling with TotalSeq-B antibodies (**Figure 3B**) validating the compartmentalized *in vivo* labeling approach. Double positive signals exclusively stemmed from non-single cells and were filtered based on total antibody and RNA reads per cell. Specifically, cells that have detectable reads of 30 or more surface proteins used for labelling were deemed to be cell clumps or doublets and removed from the downstream analysis. In addition, cells with high RNA reads per cell (> 40,000) were also filtered out to remove low-quality or doublets from the analysis.

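Before filtering, 1075 of 9112 barcodes (11.8%, 11.1 to 12.5) carried both labels, and after filtering 157 of 4766 (3.29%, 2.81 to 3.84) did. Among the 4346 barcodes removed, 918 (21.1%, 19.9 to 22.4) carried both, while 2638 (60.7%) carried the airway label alone, 494 the blood label alone and 296 neither. Barcodes with both labels had a median of 4138 RNA UMIs before filtering, against 2481.5 in those with a single label. After filtering the medians were 2589 and 2292.5. A higher demand on the CD45 count sharpened this contrast: the 387 double-positive barcodes with at least 2 CD45 UMIs had a median of 8476 RNA UMIs, and the 251 with at least 3 had 10337. Of these, 29 and 12 were left after filtering. Of the 103 neutrophil-like cells with both labels, 91 had a CD45 count of 1. With a CD45 cut-off of 3 UMIs, 0.252% of the barcodes that met the filter were double positive. The total RNA criterion was met by every barcode, so the removal rested on the antibody criterion.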

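The criterion of 30 or more detected antibodies counted the 2 CD45 labels and the 7 isotype controls together with the other antibodies. Counting the antibodies without the 2 labels would have kept 7062 barcodes (77.5%), and moving the limit to 31 would have kept 6649 (73.0%). Removed barcodes had a median of 3555.5 antibody UMIs, against 2183 in those kept, and a median of 2864.5 RNA UMIs against 2358.5. When every barcode with enough antibody UMIs was thinned to 1000 of them, the median number of antibodies detected was 23 in both groups, with means of 23.5 in removed and 22.5 in kept barcodes. This left out 23 of the removed and 401 of the kept barcodes as too shallow. Among barcodes with the airway label alone, the median RNA count was 2564 in those removed and 2063 in those kept, whereas sums of 2 randomly paired kept barcodes had a median of 4381.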

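The largest RNA count of any of the 9112 barcodes was 38959 UMIs, so this limit removed no barcode of the matrix used here. Among barcodes that met all other criteria the largest count was 30847 UMIs. A doublet caller run in addition (Scrublet) called 0 of 9112 barcodes. Its automatic threshold of 0.530 lay above the highest score of 0.426, so it was taken as not having worked and was not used.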

**Figure 3:**
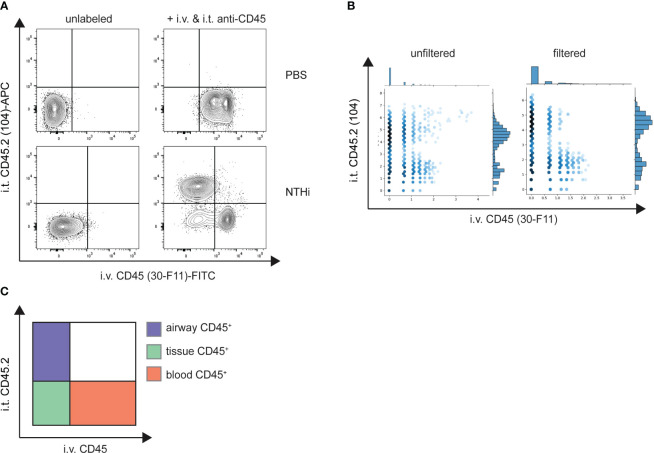
Intravascular and airway immune cells can be distinguished by compartmental CD45 labeling. Mice were intranasally infected with NTHi (5 x 10^7^ CFU/mouse) or PBS as a control. 48 h post infection mice were administered with 2 µg fluorescent **(A)** or 2 µg TotalSeq-B **(B)** anti-CD45 (clone 30-F11) and anti-CD45.2 (clone 104) intravenously or intratracheally, respectively. Excess antibodies were neutralized with 10 µg of rmCD45 and BAL and lungs were isolated. CD45 labeling on isolated neutrophils was analyzed by flow cytometry or scRNA-seq and designated as airway, blood or tissue cells based on their respective label **(C)**. **(A)** Representative flow cytometry plots of Ly6G^+^ neutrophils isolated from lungs of control PBS (top panel) or NTHi-infected mice (bottom panel). Unlabeled control mice were used to define positive populations (left). **(B)** Unfiltered (left) and filtered (right) hexagon plots showing the distribution of CD45 antibody barcodes on Ly6G^+^ neutrophils from infected mice. Non-single cells were filtered out based on antibody and RNA reads. Flow cytometry data are representative of two experiments with n = 3 – 5 mice per group. scRNA-seq was performed once. NTHi, non-typeable *Haemophilus influenzae*; i.v., intravenous; i.t., intratracheal; FITC, fluorescein isothiocyanate; APC, allophycocyanin.

### 4.4 Neutrophils exhibit location-specific gene expression signatures after NTHi infection

To analyze location-specific gene expression profiles, filtered scRNA-seq data were projected into two dimensions using Uniform Manifold Approximation and Projection (UMAP) based on their CD45 surface label. Unbiased clustering identified three distinct neutrophil subpopulations, cluster 0 (airway), cluster 2 (blood) and cluster 1 (parenchyma) (**Figure 4A**). 

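The 1979 airway neutrophils held 4637794 RNA UMIs in sum, the 967 parenchymal neutrophils 2916886 and the 693 blood neutrophils 2513990. Depth differed in the opposite order per cell, with medians of 2089, 2761 and 3201 RNA UMIs. Antibody UMIs were highest in airway cells, with medians of 2574, 1900 and 1828. The isotype controls together gave a mean of 17.5 UMIs per airway, 15.3 per parenchymal and 14.7 per blood neutrophil, a small difference beside that in the CD45.2 label. Airway neutrophils lay mostly in RNA clusters 2, 5 and 8, with 1164, 633 and 119 cells. Parenchymal and blood neutrophils shared clusters 0 and 1, which held most cells of both.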

Higher transcript levels of inflammatory and antibacterial neutrophil response genes such as *Sod2, Cd274*, *Ncf1*, *Lcn2*, *FceR1g* and the cytokines/chemokines *Il1a*, *Ccl3*, *Ccl4* and *Cxcl2* suggest increased activation of airway over tissue and blood subpopulations (**Figures 4B, C**). 

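All 9 of these genes had their highest level in airway and their lowest in blood neutrophils. Sod2 (ENSMUSG00000006818, chromosome 17 from 13006846 to 13040063 in GRCm38), which encodes the mitochondrial superoxide dismutase, was at 4247 CPM in airway, 377 in parenchymal and 60.5 in blood neutrophils. Its log2 ratio was 6.13 (5.90 to 6.37) for airway over blood and 2.64 (2.39 to 2.89) for parenchyma over blood. The chemokine genes Ccl3 and Ccl4, neighbours on chromosome 11 (83647844 to 83649355 and 83662584 to 83664683), rose from 88.7 and 122 CPM in blood to 809 and 946 in parenchyma and 12808 and 12951 in airway. Their airway over blood ratios were 7.17 (6.98 to 7.37) and 6.73 (6.57 to 6.90). Within the 2 RNA clusters that held most blood and 84.3% of parenchymal neutrophils, the parenchyma over blood ratios were 0.36 (0.06 to 0.67) for Ccl3 and 0.70 (0.48 to 0.92) for Ccl4, against 3.19 and 2.96 over all parenchymal cells. Other cell types of the library reached the parenchymal levels or came near them, with 838 CPM of Ccl3 and 715 of Ccl4 in endothelial-like cells and 907 and 3476 in NK cell-like cells. Il1a was at 142 CPM in parenchymal neutrophils and 178 in endothelial-like cells, but at 29.4 (6 UMIs) in NK cell-like cells. Of the 209 endothelial-like cells, 18 carried the airway label and were rich in S100a8 (18407 CPM, against 377 in those with neither label). RNA of airway neutrophils may therefore add to the endothelial-like levels, which are not clean levels of another cell type. Il1a rested on 47 UMIs in blood neutrophils and had a ratio of 6.57 (6.16 to 7.02). The increases were smaller for Ncf1 (2.08), Cxcl2 (2.00), Lcn2 (1.87) and Fcer1g (1.54). Lcn2 hardly differed between parenchyma and blood (0.21, 0.18 to 0.24), and the sign changed at a CD45 cut-off of 3 UMIs (-0.018).

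The median of the 9 ratios was 3.47 for airway over blood and 1.17 for parenchyma over blood. The paper chose the genes of Fig. 4C on the same library, so their direction here is not independent evidence. For all 1797 genes with a mean of at least 50 CPM, the median shift was 0.26 for airway over blood and 0.12 for parenchyma over blood, against which these ratios are to be read. With TMM scaling in place of CPM the airway over blood shift was -0.19. DSB-like label values moved the list most: the parenchyma over blood ratio of Ccl3 was then -0.58 in place of 3.19, and that of Il1a -0.0084 in place of 2.92, while all 9 genes stayed highest in airway neutrophils. The cut-offs of that setting can call background cells positive, so these reversals may follow from the cut-offs.

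**Figure D1:**
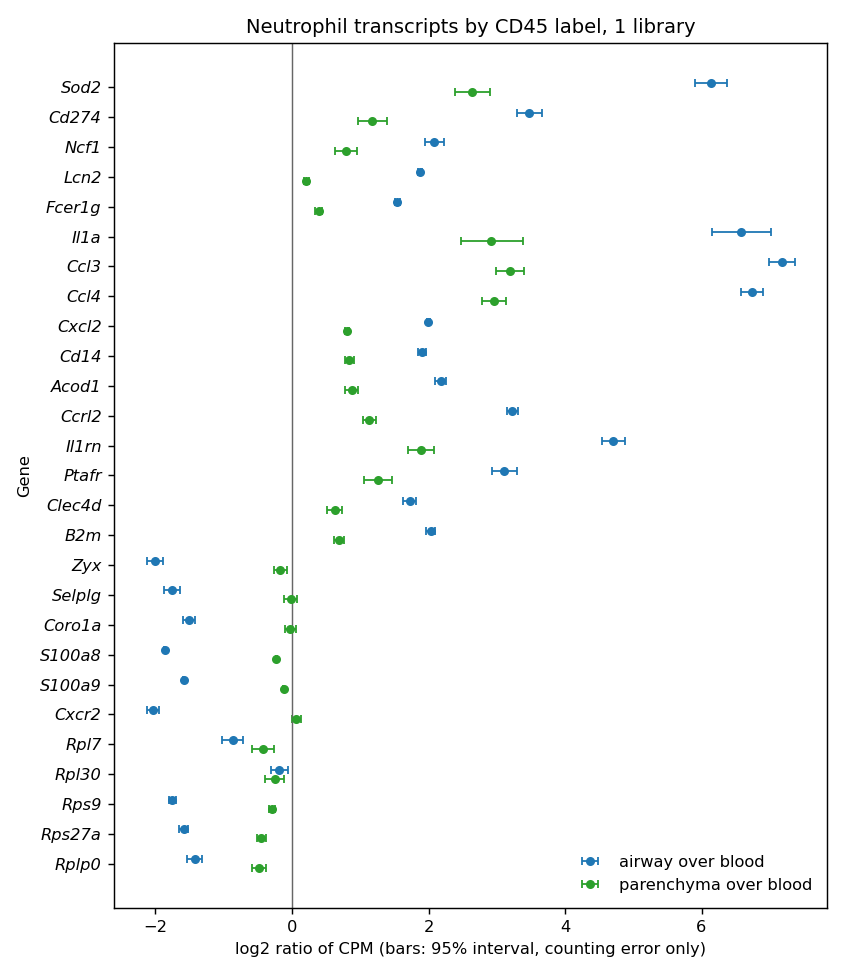
Log2 ratio of CPM for airway over blood (blue) and parenchyma over blood (green) neutrophils for 27 genes that the results text names, in 1 library, with bars for the 95% interval of counting error. Ratios for airway over blood run from 7.17 for Ccl3 to -2.04 for Cxcr2, and those for parenchyma over blood lie nearer to 0 for all of these genes but Rpl30.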

Downregulated genes in airway neutrophils including *Sell*, *Zyx*, *Selplg*, *Coro1a, S100a8, S100a9* and *Cxcr2* were mainly associated with neutrophil locomotion and adhesion (**Figure 4C**). 

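Zyx, Selplg, Coro1a, S100a8, S100a9 and Cxcr2 were compared. All 6 were lowest in airway neutrophils, and 5 of them were highest in blood neutrophils, the exception being Cxcr2. The log2 ratios for airway over blood lay in a narrow range, from -2.04 (Cxcr2) to -1.51 (Coro1a), with a median of -1.81. Parenchymal and blood neutrophils differed far less, with a median of -0.07 and an interval that excluded 0 for 3 of the 6 genes (Zyx, S100a8 and S100a9). Within the 2 RNA clusters that held most blood neutrophils, the interval included 0 for Zyx (-0.072, -0.168 to 0.024). There it excluded 0 for S100a8, S100a9 and also Cxcr2 (0.154, 0.086 to 0.222). Cxcr2 (ENSMUSG00000026180, chromosome 1 from 74153989 to 74161246), the receptor for CXCL1 and CXCL2, was at 321 CPM in airway, 1378 in parenchymal and 1320 in blood neutrophils. Over all cells its parenchyma over blood ratio of 0.06 (-0.01 to 0.13) was not distinguishable from 0. Within the 2 RNA clusters that held most blood and 84.3% of parenchymal neutrophils, the calls for Cxcr2 and Zyx changed. There the interval excluded 0 for Cxcr2 (0.15, 0.09 to 0.22) and included it for Zyx (-0.07, -0.17 to 0.02). Whether the interval excluded 0 did not change for Selplg, Coro1a, S100a8 and S100a9. Zyx was at 180, 640 and 721 CPM. S100a8 and S100a9 (chromosome 3, 90668978 to 90670035 and 90692632 to 90695721) together made up 9.72% of all UMIs in airway, 28.5% in parenchymal and 32.2% in blood neutrophils.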

In general, tissue and blood neutrophils were more similar in their expression profiles. 

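To compare whole expression profiles, 343 cells were drawn at random for each of 2 parts of every compartment, each cell was thinned to 1000 RNA UMIs, and the distance between sums was taken as the median absolute log2 ratio over 1870 to 1913 genes. Over 20 draws the median distance was 0.316 (range 0.293 to 0.327) between parenchymal and blood neutrophils, 0.711 (0.693 to 0.736) between airway and parenchymal neutrophils and 0.860 (0.826 to 0.883) between airway and blood neutrophils. Random parts of the same compartment, which differ by sampling alone, were 0.189 apart in airway, 0.198 in parenchymal and 0.198 in blood neutrophils. The parenchyma-blood distance thus lay above the sampling noise in all 20 draws and well below both distances to airway. Each draw used nearly all of the 687 blood neutrophils with at least 1000 UMIs. The draws are therefore not independent samples, and their range understates the sampling error. The airway-blood distance was on average 2.74 times the parenchyma-blood distance. This ratio stayed above 1 in every setting tried, from 1.89 with DSB-like label values to 3.08 with no cell filter. A Poisson distribution fitted to the CD45 counts of labelled cells expects 158 further blood cells with a count of 0, equal to 16.3% of the parenchymal neutrophils, and a negative binomial distribution, which fitted better, expects 433, or 44.8%. From the higher transcript levels of response genes the paper proposes increased activation of airway neutrophils, and it states that tissue and blood neutrophils were the more similar pair.

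**Figure D2:**
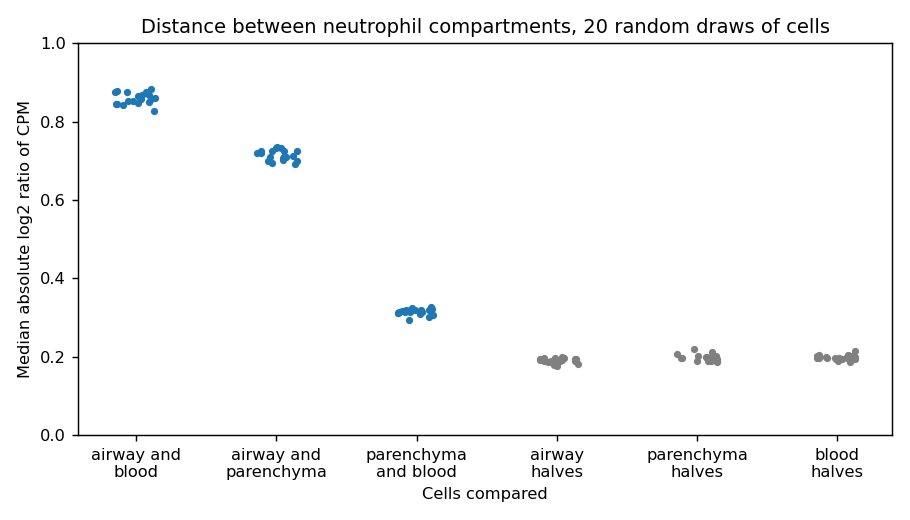
Distance between neutrophil compartments, as the median absolute log2 ratio of CPM, for 20 random draws of cells per pair (blue) and for random parts of the same compartment (grey). The parenchyma-blood points lie between 0.293 and 0.327, above all parts of the blood neutrophils (highest 0.215) and below every airway-blood point.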

In accordance, subclustering based on transcriptomic data alone and subsequent analysis of CD45 surface labeling in the resulting clusters showed that airway neutrophils are transcriptionally distinct while gene expression of blood and parenchyma neutrophils was partially overlapping (**Supplementary Figures 4A, B**). 

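With the RNA counts of the neutrophil-like cells clustered again without the labels, 5 clusters were found. The overlap of 2 compartments, the sum over clusters of the smaller of their 2 shares of cells, was 82.1% (78.0 to 86.6) for parenchymal and blood neutrophils, 18.7% (16.2 to 21.1) for airway and parenchymal neutrophils and 6.08% (4.85 to 7.33) for airway and blood neutrophils, with ranges from 500 resamplings of the cells. It was lower for parenchyma and blood at a Leiden resolution of 0.75 (74.8%) and with 10 or 50 principal components (76.3% and 74.2%). Nearest neighbours in RNA space gave the same order. With 687 cells per compartment, 82.8% of the neighbours of an airway neutrophil were airway, 14.9% parenchymal and 2.28% blood neutrophils. A parenchymal neutrophil had 48.4% parenchymal, 39.8% blood and 11.8% airway neighbours, and a blood neutrophil 58.9% blood, 39.6% parenchymal and 1.42% airway neighbours.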

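A further 2 sets of genes were compared between parenchymal and blood neutrophils. In the first set (Cd14, Acod1, Ccrl2, Cxcl2, Il1rn, Ncf1, Ptafr, Clec4d and B2m), all 9 genes were higher in parenchymal than in blood neutrophils, with log2 ratios from 0.63 (Clec4d) to 1.89 (Il1rn) and a median of 0.84. Within the 2 RNA clusters that held most blood and 84.3% of parenchymal neutrophils the ratios were smaller, from 0.45 (0.33 to 0.56) for Clec4d to 1.12 (0.91 to 1.34) for Il1rn, and the interval of each of the 9 genes excluded 0. All 9 were also lowest in blood and highest in airway neutrophils, with a median airway over blood ratio of 2.08. Cxcl2 and Ncf1 belong to the genes already compared above. Il1rn (ENSMUSG00000026981, chromosome 2 from 24336853 to 24351494), which encodes the interleukin-1 receptor antagonist, was at 3100 CPM in airway, 439 in parenchymal and 119 in blood neutrophils. Cd14 was at 3737, 1788 and 998 CPM.

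In the second set, of ribosomal protein genes (Rpl7, Rpl30, Rps9, Rps27a and Rplp0), all 5 genes were highest in blood neutrophils. Their parenchyma over blood ratios had a median of -0.43, and their airway over blood ratios a median of -1.43. Rps9 was at 917 CPM in airway, 2534 in parenchymal and 3093 in blood neutrophils. Rpl30 (chromosome 15 from 34440505 to 34443640) differed least, with 295, 281 and 336 CPM. Its airway over blood ratio of -0.18 (-0.31 to -0.06) turned to 0.052 when all cells were thinned to the same depth and to 0.031 with no cell filter. Its parenchyma over blood ratio of -0.25 turned to 0.067 at a CD45 cut-off of 3 UMIs. Ribosomal protein genes have many processed pseudogenes, so the counts of single members are uncertain. Over 67 ribosomal protein genes, 58 were lower in parenchymal than in blood neutrophils (median -0.20), and this direction held under per-cell CPM, TMM scaling and thinning. For airway over blood, 36 were higher and 31 lower (median 0.02), and the majority was lower under TMM scaling (46 of 67, median -0.43) but higher with thinned cells (46 of 67, median 0.28).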

Like airway neutrophils, upregulated genes in blood and tissue neutrophils were involved in inflammatory and antibacterial responses (*Cd14, Acod1, Ccrl2, Cxcl2, Il1rn, Ncf1, Ptafr, Clec4d, B2m*) while downregulated genes were associated with cytoplasmic translation (*Rpl7, Rpl30, Rps9, Rps27a, Rplp0*) (**Figure 4C**). We further assessed PD-L1 surface expression in neutrophil populations by flow cytometry after *in vivo* labeling with fluorescent anti-CD45 antibodies. Surface PD-L1 was highly expressed on airway neutrophils, with intermediate and low levels found in lung parenchyma and blood neutrophils, respectively (**Figure 4D**). This finding was validated in an LPS-induced acute lung inflammation model showing high expression of PD-L1 on lung and parenchymal neutrophils while their blood counterparts only exhibited low PD-L1 levels (**Supplementary Figure 5B**). These findings correlated strongly with transcript levels after NTHi infection further validating our *in vivo* labeling approach for scRNA-seq.

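Cd274 (ENSMUSG00000016496, chromosome 19 from 29367455 to 29388095 in GRCm38), the gene of PD-L1, was counted 5327 times in airway, 681 times in parenchymal and 260 times in blood neutrophils. This is 1149 CPM (1118 to 1180), 233 CPM (216 to 252) and 103 CPM (91.2 to 117). The log2 ratio was 3.47 (3.29 to 3.66) for airway over blood, 2.30 (2.18 to 2.42) for airway over parenchyma and 1.17 (0.97 to 1.39) for parenchyma over blood. The order airway, parenchyma, blood was kept in every setting tried, with airway over blood between 2.22 and 3.56 and parenchyma over blood between 0.20 and 1.75, the lowest value of each coming from DSB-like label values. Without S100a8 and S100a9 in the totals the airway over blood ratio was 3.06. With all cells thinned to 1000 UMIs, 57.5% of airway, 17.9% of parenchymal and 11.6% of blood neutrophils had a Cd274 UMI. Unthinned, the shares were 78.7%, 33.5% and 24.8% at the median depths of 2089, 2761 and 3201 UMIs. Thinning left out 144, 40 and 6 cells with fewer UMIs. Some UMIs in any droplet come from RNA free in the cell suspension. In NK cell-like cells of the library, at a median of 2586.5 UMIs, 5 of 63 thinned cells (7.94%, 2.63 to 17.6) had a Cd274 UMI. The share in blood neutrophils (9.34 to 14.3) was not distinguishable from this level. The interval in parenchymal neutrophils (15.5 to 20.5) overlapped that of these 63 cells but lay above that of the 687 blood neutrophils. Free RNA spread evenly over droplets can add no more than the share in blood neutrophils. This argues against such RNA as the whole source of the parenchymal share. Endothelial-like cells, at a median of 1939 UMIs, had Cd274 UMIs in 26.0% of thinned cells. As 18 of the 209 carried the airway label, RNA of airway neutrophils may add to their Cd274 and Sod2 shares. For Sod2 the thinned shares were 90.4% in airway, 19.6% in parenchymal and 3.93% in blood neutrophils, against 11.1% in NK cell-like cells and 18.8% in endothelial-like cells. Free RNA spread evenly over droplets can add no more than the share seen in blood neutrophils (2.61 to 5.67). The share in parenchymal neutrophils (17.1 to 22.3) lay above this, which argues against such RNA as its whole source. Endothelial-like cells (13.5 to 25.0) also lay above it, so their share is not a background level. The interval of the NK cell-like cells (4.59 to 21.6) overlapped those of both neutrophil classes and does not decide this. The surface protein itself was not among the antibodies of the sequencing panel.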

**Figure 4:**
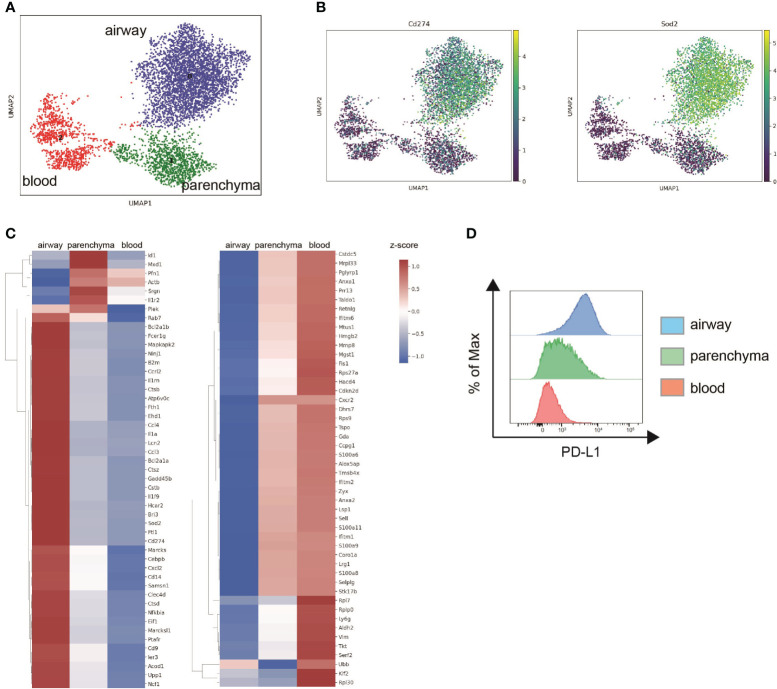
Neutrophils exhibit location-specific gene expression signatures after NTHi infection. Mice were intranasally infected with NTHi (5 x 10^7^ CFU/mouse) and administered with i.v. or i.t. anti-CD45 antibodies at 48 h post infection followed by scRNA-seq or flow cytometry analysis. **(A)** UMAP of 5,543 lung neutrophils subclustered based on CD45 surface labeling in airway (blue), parenchymal (green), and blood neutrophils (red). **(B)** UMAP of relative expression of Cd274 (PD-L1) (left) and Sod2 (right) in neutrophil subclusters. **(C)** Clustered heat maps depicting relative expression of top 30 upregulated (left) and downregulated genes (right) in airway and parenchymal neutrophils compared to blood neutrophils. Differentially expressed genes over blood neutrophils were determined using Wilcoxon test and genes differentially expressed in both airway and parenchyma are only displayed once. The log-normalized expression values were standardized (z-score) for visualization. **(D)** Representative flow cytometry histogram plot of PD-L1 cell surface expression on airway (blue), parenchymal (green), and blood neutrophils (red). Data are representative of one sequencing experiment **(A, B)** and two independent flow cytometry experiments **(C)** with n = 3–5 mice per group.

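The number of neutrophils depended on the filter and on the clusters taken as neutrophils. Of 9112 barcodes, 5831 fell into neutrophil-like clusters when no cell filter was applied. Among the 4766 barcodes that met the stated filter, 3742 were neutrophil-like. This number was 4385 with the unnamed cluster added, 4349 and 4358 at Leiden resolutions of 0.25 and 0.75, and 4413 with a gate on the Ly6G antibody. With fewer than 31 antibodies as the limit it was 4881, and with antibodies counted without the CD45 labels 5350.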

## 5 Discussion

Herein we describe a simple, time- and cost-efficient protocol that allows for simultaneous transcriptomic analysis of mouse airway, lung tissue and blood leukocytes. This is especially important during lower respiratory tract infection and inflammation models where immune cells are rapidly recruited to the airways and adapt their gene expression profile to perform their respective effector functions. Spatial clustering based on compartmental antibody labeling allows not only for differential gene expression analysis within the same population, which may not be obvious on the whole-population level, but also to deduct trajectories across pseudotime. This method can be employed at steady state or in a wide array of pre-clinical respiratory disease models including pulmonary infection as well as sterile injury and allergic airway inflammation models. However, in models with extensive vascular leakage which may compromise the integrity of the staining it would be advised to perform appropriate controls such as intravenous Evans blue injection followed by lung histology.

Our method is highly adaptable and has only minor drawbacks that can be easily counteracted. Importantly, we demonstrate that *in vivo* labelling interferes with commercial magnetic bead CD45 positive selection kits, therefore other enrichment kits should be considered. It may also affect the binding of CD45 hashtag antibodies and hashing and demultiplexing should therefore be performed using antibodies against other ubiquitously expressed surface markers, such as H-2 MHC Class I. If only specific cell populations are of interest, *in vivo* labelling can also be performed with population-specific antibodies given the availability of more than one clone and non-overlapping epitope binding. This would again allow for leukocyte positive selection and the use of anti-CD45 hashtag antibodies.

Altogether, our approach builds upon existing scRNA-seq protocols by describing a simple method to simultaneously characterize transcriptomic features of airway, lung parenchymal and intravascular immune cells. We believe this approach is applicable to multiple disease models and will further aid in elucidating mechanisms of disease development and progression. In addition, this approach could help identify novel therapeutic targets or delineate disease-specific biomarkers.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: GEO, GSE246845. 

## Ethics statement

The animal study was approved by AstraZeneca Institutional Animal Care and Use Committee. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

BM designed the study, performed experiments and wrote the manuscript. JK analyzed scRNA-seq data and edited the manuscript. YS prepared libraries and performed sequencing. TW assisted with *in vivo* experiments. AD contributed to writing and editing. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Differential in vivo labeling with barcoded antibodies allows for simultaneous transcriptomic profiling of airway, lung tissue and intravascular immune cells
**Source:** Front Immunol. 2023 Nov 29;14:1227175. doi: 10.3389/fimmu.2023.1227175
**Supplement:** Supplementary file 1

Supplementary Material

Differential *in vivo* labeling with barcoded antibodies allows for simultaneous transcriptomic profiling of airway, lung tissue and intravascular immune cells

Barbara C. Mindt^*^, John Kim, Troy Warren, Yang Song, Antonio DiGiandomenico

# Supplementary Methods

## Generation of splenic and blood single cell suspensions.

Mouse spleens were isolated and stored in FACS buffer (DPBS + 2% HI-FBS) on ice until processing. To generate single cell suspensions, spleens were mashed through a 70 μM cell strainer (Corning, cat# 431751) into a 50 mL centrifugation tube using the plunger of a 3 mL syringe. Strainer was washed with 10 mL FACS buffer, cells were spun down (5 min, 450 x g, 4°C) and supernatant was removed. Cell pellet was suspended in 2 mL ACK Lysing buffer (Gibco, cat# A10492-01) and incubated for 5 min at room temperature to lyse red blood cells. 10 mL cold FACS buffer was added, cells were centrifuged (5 min, 450 x g, 4°C) and supernatant was discarded. Cells were washed again with 10 mL FACS buffer, suspended in 1 mL FACS buffer and stored on ice. 50 – 100 μl were used for flow cytometry staining.

Whole blood was collected by cardiac puncture or from the submandibular vein and stored in K_2_EDTA tubes (BD, cat# 365974) to prevent clotting. 100 μl blood was further transferred to an Eppendorf tube, 1 mL ACK Lysing buffer (Gibco, cat# A10492-01) was added and red blood cells were lysed for 5 min at room temperature. Cells were centrifuged (5 min, 450 x g, 4°C), supernatant was discarded, and pellet was washed twice with 1 mL FACS buffer. Cells were taken up in 200 μl FACS buffer and 50 - 100 μl were used for antibody staining.

## Plasma preparation.

Up to 500 μl whole blood was collected in K_2_EDTA tubes (BD, cat# 365974) by cardiac puncture and centrifuged (10 min, 2000 x g, 4°C). Plasma supernatant was transferred to an Eppendorf tube and stored in the dark on ice.

## Lung leukocyte enrichment.

Leukocytes were enriched from lung single cell suspensions using anti-CD45 microbeads (Miltenyi Biotec, cat# 130-052-301) according to the manufacturer’s instructions. Briefly, cell suspensions were strained over a 70 μM cell strainer to remove clumps and strainer was washed with 5 ml cold PBE buffer (PBS + 0.5% BSA + 2 mM EDTA). Cells suspensions were centrifuged (300 x g, 10 min, 4°C) and supernatant was discarded. Pellet was suspended in cold PBE buffer (90 μL per 1 x 10^7^ cells), anti-Ly-6G microbeads (10 μL per 1 x 10^7^ cells) were added and mix was incubated at 4 °C for 10 min. After incubation, cold PBE buffer (2 mL per 10^7^ cells) was added and centrifuged (10 min, 300 x g, 4 °C). Supernatant was discarded and up to 10^8^ cells were suspended in 500 μL cold PBE buffer. An LS column was loaded on the QuadroMACS^TM^ Separator and equilibrated with 3 mL cold PBE buffer. Cell suspension was loaded on column and column reservoir was allowed to empty by gravity flow. Column was washed 3x with 3 ml cold PBE buffer and wash fractions were collected (CD45^-^ fraction). After the last wash, column was removed from magnet and transferred to a 15 mL centrifugation tube. 5 ml cold PBE buffer were added, and liquid was immediately forced through the column using the provided plunger (CD45^+^ fraction). CD45^+^ and CD45^-^ fractions were spun at 300 x g for 10 min (4 °C) and suspended in 1 mL cold FACS buffer each. Viable cell counts were determined using an automated cell counter or a hemacytometer and Trypan Blue solution according to the manufacturer’s instructions. 50 - 100 μl were used for flow cytometry analysis.

## LPS-induced acute airway inflammation model.

6-8-week-old Balb/c mice were intranasally challenged with 0.3 mg/kg lipopolysaccharide (LPS, *E. coli* O111:B4; Sigma-Aldrich, cat# 437627) in 50 μl PBS. Fluorescently labeled anti-CD45 antibodies were intravascularly and intratracheally administered 24 h after challenge as described.

# Supplementary Figures and Tables

## Supplementary Figures

**Supplementary Figure 1: Anti-CD45 clones 30-F11 and 104 bind non-competitively to their target epitopes.** To assess whether clones 30-F11 and 104 can simultaneously bind to target cells, mouse splenocytes were pre-incubated with either fluorescent antibody followed by staining with the respective other clone. gMFI was analyzed on single viable cells by flow cytometry. **(A)** Representative flow cytometry plots of unstained (left panel), single- (middle panel) and double-stained cells (right panel). **(B-C)** CD45 gMFI on single- (white bar) or dual-labeled splenocytes (grey bar). **(D)** Frequencies of live double-positive cells after consecutive antibody labeling. Data are representative of two independent experiments with n = 3–5 mice per group. Data are shown as mean ± SD with ***p < 0.001 as determined by Mann-Whitney test. Abbreviations: gMFI, geometric mean fluorescence intensity.

**Supplementary Figure 2: Labeling with anti-CD45 (30-F11) interferes with CD45^+^ cell enrichment using mouse CD45 microbeads.** Lung single cell suspensions were labeled with anti-CD45-FITC (clone 30-F11), anti-CD45.2-APC (clone 104) or a combination thereof followed by enrichment for CD45^+^ cells using positive selection magnetic beads (Miltenyi Biotec). Cell numbers and purities of the resulting CD45^+^ and CD45^-^ fractions were assessed by flow cytometry. (**A**) Frequencies and (**B**) numbers of CD45^+^ cells in unenriched lung single cell suspensions as well as in CD45^+^ and CD45^-^ fractions after enrichment. Data are representative of one experiment with n = 1 sample per group.

**Supplementary Figure 3: Intravascular and airway immune cells can be distinguished by compartmental CD45 labeling.** Mice were intranasally infected with NTHi (5 x 10^7^ CFU/mouse) or PBS as a control. 48 h post infection mice were administered with 2 µg fluorescent (**A**) or 2 µg TotalSeq-B (**B**) anti-CD45 (clone 30-F11) and anti-CD45.2 (clone 104) intravenously or intratracheally, respectively. Isolated lungs and BAL cells were processed in the absence (-) or presence of 5 or 10 µg of rmCD45. CD45 labeling on isolated neutrophils was analyzed by flow cytometry. (**A**) Representative flow cytometry plots of Ly6G^+^ neutrophils isolated from lungs of control PBS (top panel) or NTHi-infected mice (bottom panel). Unlabeled control mice were used to define positive populations (left). (**B**) Gating strategy for airway, blood or tissue neutrophils. (**C**) Flow cytometry plots of Siglec-F^+^CD11c^+^ resident alveolar macrophages following *in vivo* labeling with i.t. anti-CD45 alone (left) or i.v. and i.t. antibodies. Data are representative of two experiments with n = 3 – 5 mice per group. Abbreviations: NTHi, non-typeable *Haemophilus influenzae*; rmCD45, recombinant murine CD45; i.v., intravenous; i.t., intratracheal; FITC, fluorescein isothiocyanate; APC, allophycocyanin.

**Supplementary Figure 4: Neutrophils exhibit location-specific gene expression signatures after NTHi infection.** Mice were intranasally infected with NTHi (5 x 10^7^ CFU/mouse) and administered with i.v. or i.t. anti-CD45 antibodies at 48 h post infection followed by scRNA-seq analysis. (**A**) UMAP of Ly6G^+^ lung neutrophils subclustered based on gene expression data. (**B**) Analysis of CD45 labeling in transcriptional subclusters with anti-CD45.2-labeled airway neutrophils depicted in blue, anti-CD45-labeled blood neutrophils in green and unlabeled parenchymal neutrophils in orange. Data are representative of one sequencing experiment with n=3 mice per group.

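Each of the 5 clusters from RNA alone leaned to 1 side of the labels. Cluster 1, with 1369 cells, held 1255 airway, 60 parenchymal, 2 blood and 52 double-positive neutrophils. Cluster 3 held 472 airway, 65 parenchymal and 8 blood neutrophils, and the small cluster 4 held 163, 12 and 1. Together these clusters took up 63.4%, 23.9% and 8.24% of the airway neutrophils. Cluster 2, with 1188 cells, was mixed, with 661 parenchymal, 437 blood and 82 airway neutrophils, which is 68.4% of the parenchymal and 63.1% of the blood neutrophils. Cluster 0 held 245 blood, 169 parenchymal and 7 airway neutrophils, so that 35.4% of blood and 17.5% of parenchymal neutrophils fell there. No cluster was specific to parenchymal neutrophils.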

**Supplementary Figure 5: Intravascular and airway immune cells can be distinguished by compartmental CD45 labeling in an LPS-induced acute lung inflammation model.** Mice were intranasally challenged with LPS (0.3 mg/kg) or PBS as a control. 24 h after challenge mice were administered with 2 µg anti-CD45-FITC (clone 30-F11) and anti-CD45.2-APC (clone 104) intravenously or intratracheally, respectively. Unbound antibodies were neutralized with 10 µg of rmCD45 and BAL and lungs were isolated. CD45 labeling and PD-L1 surface expression on Ly6G^+^CD11b^+^ neutrophils were analyzed by flow cytometry. Cells were categorized as airway, blood or tissue cells based on their respective CD45 label. (**A**) Representative flow cytometry plots of Ly6G^+^ lung neutrophils from lungs of control PBS (top panel) or LPS-treated mice (bottom panel). Unlabeled control mice were used to define positive populations (left). (**B**) Representative flow cytometry histogram plot of PD-L1 cell surface expression on airway (blue), parenchymal (green), and blood neutrophils (red). Flow cytometry data are representative of one experiment with n = 3 mice per group. Abbreviations: LPS, lipopolysaccharide; i.v., intravenous; i.t., intratracheal; FITC, fluorescein isothiocyanate; APC, allophycocyanin.

**Supplementary Table 1: TotalSeq-B and fluorescent antibodies.**

| **Target** | **Clone** | **Barcode** | **Sequence** | **Supplier** | **Cat#** |
| --- | --- | --- | --- | --- | --- |
| CCR2 | SA203G11 | B0426 | AGTGCGATCTGCAAC | BioLegend | 150633 |
| CD3 | 17A2 | B0182 | GTATGTCCGCTCGAT | BioLegend | 100257 |
| CD4 | RM4-5 | B0001 | AACAAGACCCTTGAG | BioLegend | 100573 |
| CD8 | 53-6.7 | B0002 | TACCCGTAATAGCGT | BioLegend | 100783 |
| CD11b | M1/70 | B0014 | TGAAGGCTCATTTGT | BioLegend | 101273 |
| CD11c | N418 | B0106 | GTTATGGACGCTTGC | BioLegend | 117359 |
| CD19 | 6D5 | B0093 | ATCAGCCATGTCAGT | BioLegend | 115563 |
| CD24 | M1/69 | B0212 | TATATCTTTGCCGCA | BioLegend | 101847 |
| CD25 | PC61 | B0097 | ACCATGAGACACAGT | BioLegend | 102067 |
| CD45 | 30-F11 | B0096 | TGGCTATGGAGCAGA | BioLegend | 103161 |
| CD45.2 | 104 | B0157 | CACCGTCATTCAACC | BioLegend | 109859 |
| CD64 | X54-5/7.1 | B0202 | AGCAATTAACGGGAG | BioLegend | 139329 |
| CD88 | 20/70 | B1042 | GCAGTCCTACATTGA | BioLegend | 135821 |
| CD103 | 2E7 | B0201 | TTCATTAGCCCGCTG | BioLegend | 121445 |
| CD172a | P84 | B0422 | GATTCCCTTGTAGCA | BioLegend | 144043 |
| CX3CR1 | SA011F11 | B0563 | CACTCTCAGTCCTAT | BioLegend | 149045 |
| F4/80 | BM8 | B0114 | TTAACTTCAGCCCGT | BioLegend | 123155 |
| Ly-6C | HK1.4 | B0013 | AAGTCGTGAGGCATG | BioLegend | 128053 |
| Ly-6G | 1A8 | B0015 | ACATTGACGCAACTA | BioLegend | 127659 |
| MERTK | 2B10C42 | B0565 | AGTAGAGCAACTCGT | BioLegend | 151525 |
| MHC II | M5/114.15.2 | B0117 | GGTCACCAGTATGAT | BioLegend | 107657 |
| PD-1 | RMP1-30 | B0004 | GAAAGTCAAAGCACT | BioLegend | 109125 |
| Siglec-F | S17007L | B0431 | TCAATCTCCGTCGCT | BioLegend | 155517 |
| TCRβ | H57-597 | B0120 | TCCTATGGGACTCAG | BioLegend | 109261 |
| XCR1 | ZET | B0568 | TCCATTACCCACGTT | BioLegend | 148231 |
| Rat IgG1, κ | RTK2071 | B0236 | ATCAGATGCCCTCAT | BioLegend | 400465 |
| Rat IgG2a, κ | RTK2758 | B0238 | AAGTCAGGTTCGTTT | BioLegend | 400581 |
| Rat IgG2b, κ | RTK4530 | B0095 | GATTCTTGACGACCT | BioLegend | 400689 |
| Hamster IgG | HTK888 | B0241 | CCTGTCATTAAGACT | BioLegend | 400979 |
| Mouse IgG1, κ | MOPC-21 | B0090 | GCCGGACGACATTAA | BioLegend | 400185 |
| Mouse IgG2a, κ | MOPC-173 | B0091 | CTCCTACCTAAACTG | BioLegend | 400291 |
| Mouse IgG2b, κ | MPC-11 | B0092 | ATATGTATCACGCGA | BioLegend | 400379 |
| **Target** | **Clone** | **Conjugate** | **Dilution** | **Supplier** | **Cat#** |
| CD11b | M1/70 | BV650 | 1:2000 | BioLegend | 101259 |
| CD16/CD32 | 2.4G2 | - | 1:200 | Bio X Cell | BE0307 |
| CD45 | 30-F11 | FITC | i.v. or 1:800 | BioLegend | 103108 |
| CD45.2 | 104 | APC | i.t. or 1:800 | BioLegend | 109814 |
| Ly-6G | 1A8 | BUV661 | 1:2000 | BD | 741587 |

i.v., intravenous

i.t., intratracheal

How the deposited data were processed for this re-analysis (not part of the article)

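Lung neutrophils of NTHi-infected mice at 48 h post infection were measured in 1 library, listed as 2 samples, RNA and surface protein, that share their cells. The authors ran CellRanger 6.0.1 and deposited raw UMI counts for 32285 genes and 32 antibodies in 9112 barcodes. These counts are not normalized, and the matrix was already limited to barcodes called as cells. The genome build and annotation used for counting are not given in the sources used here. Gene positions come from GENCODE M21 on GRCm38, matched by Ensembl identifier for 45 of 45 named genes. The normalization, scaling and cell labels that the authors made later were not used here. The paper's DSB normalization takes empty droplets as background, which were not analysed here, so it was not run.

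The authors' filter was applied as stated, with log1p of isotype control counts below 6, fewer than 30 antibodies detected, mitochondrial UMIs below 30%, fewer than 40000 RNA UMIs and between 200 and 6000 genes. Cells were normalized to the median library size and log-transformed, and 2000 variable genes, 30 principal components, 15 neighbours and a Leiden resolution of 0.5 were used for clustering. Clusters were named from markers fixed before the data were examined, as were the cell filter, the measures to be computed, the rule for the genes to be named and 23 alternatives. A class needed at least 3 of its markers detected in at least 10% of the cluster's cells, and no more markers of another class than its own among the 10 leading genes. This last naming rule was written after the clusters were seen. Compartments were assigned from counts of the CD45.2 and CD45 antibodies, with the cut-off for CD45.2 at the valley of a kernel density of log1p counts (bandwidth 0.25) and that for CD45 at the lowest count reached by at most 5% of CD45.2-high cells.

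RNA UMIs were summed per compartment. Ratios of CPM were computed without a pseudocount, with exact conditional binomial intervals at 95%. A floor of 3 counts, to which lower counts were raised, was used only for the alternative gene list made without a limit on CPM. The named genes are 27 that the results text of the paper names, and, for each pair of compartments, the 5 genes with the largest ratio in each direction among genes with a mean of at least 50 CPM (30 entries). A further gene that the text names is not reported here. Lists of genes were also compared with 10000 random lists of the same size, drawn in 20 bins of mean expression. These percentiles are not reported in the text, because the paper chose the genes on the same library, so a random list is not a fair reference. Distances between compartments used 20 draws, and the ratio of distances 10. Shares of cells with a UMI used cells thinned to 1000 UMIs. With 1 library there are no replicates, no test was run, and no p-value is given.

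The library held 30892328 RNA UMIs and 31316115 antibody UMIs. At the summed depth of 4637794 UMIs in airway, 2916886 in parenchymal and 2513990 in blood neutrophils, intervals were narrow for abundant genes and wide for genes with few UMIs in blood. The intravenous label gave 1849 UMIs in the cells that met the filter, and this set the precision of the line between blood and parenchyma.

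The computation of ratios was tested on simulated data: with 200 of 2085 genes changed, the direction was recovered for 100% of the changed genes and intervals covered the true ratio for 97.5% of changed and 95.9% of unchanged genes. Each simulated sum was a Poisson count, the model that the interval assumes, so this coverage checks the computation only. Variation between cells and wrong labels were not simulated, and intervals on the real sums may be too narrow. The distance was tested likewise, and came to 0.734 with 1000 genes changed, 0.309 with 200 changed and 0.272 with none, against 0.258, 0.271 and 0.265 between random parts of unchanged cells.

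Alternatives covered the cut-offs of both labels, a DSB-like and a centred log-ratio normalization of the labels, the cell filter, the selection of neutrophils, the scaling of RNA counts (mean of per-cell CPM, TMM, mean log1p values, thinning), the limit on low counts, and the resolution and number of principal components of the clustering. DSB-like values used the negative part of a 2-component mixture as background, a pseudocount of 10 and the paper's cut-offs of 0.3 and 0.28. On this scale, in standard deviations of the negative part, both cut-offs lie close to its mean and can call background cells positive. A further 11 alternatives were added after the data were seen. Removal of doublets called by Scrublet was planned but gave no values, because the caller marked 0 of 9112 barcodes, under the 0.5% below which it was taken as not having worked. Doublets were therefore treated only through the authors' filter and through the cells with both labels, which were left out of the compartments.

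Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9. TMM factors came from edgeR 4.0.16 in R 4.3.3, which was used for nothing else.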

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

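Chosen only after the result was seen were the test of evenly spread free antibody, the comparisons of endothelial-like cells other than the planned S100a8 ratio, the test of CD88 against antibody depth, and the level of 3 times the highest isotype control median above which an antibody is listed here.

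The paper's methods filter and cluster cells on the surface antibodies and assign compartments from the 2 CD45 labels, and its text gives no levels of the other antibodies by compartment. Besides Ly6G, used for enrichment, 5 antibodies had median counts in neutrophils of at least 3 times the highest isotype control median, which was 4 in airway and 3 in parenchymal and blood neutrophils. The highest medians were 1069 UMIs per cell for CD24, 507 for CD11b and 193 for Ly6C, all in airway neutrophils, and 48 for CD172a and 33 for CD88, in parenchymal neutrophils. Levels in NK cell-like cells of the same library (63 for CD24, 23 for CD11b, 58 for Ly6C, 3 for CD172a and 1.5 for CD88) give the level on cells of another type. Other types had higher levels of CD24 and Ly6C than these. The Ly6C median was 347 in endothelial-like cells, above every neutrophil compartment, and the CD24 median was 275 in B cell-like cells. The medians in blood neutrophils were 810 for CD24, 306 for CD11b, 130 for Ly6C, 48 for CD172a and 33 for CD88. These 5 proteins differed little between parenchymal and blood neutrophils, with log2 ratios of their share of antibody UMIs between -0.06 and 0.07.

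CD88, the receptor for complement fragment C5a, went against the depth of the antibody counts. Airway neutrophils had more antibody UMIs than blood neutrophils but a lower median of CD88 (23 against 33). A difference in antibody UMIs per cell would move all antibodies alike. Scaled by isotype control UMIs, the log2 ratio of airway over blood was -0.68 for CD88 and 0.52 for CD11b, which argues against depth as the cause. As a share of antibody UMIs the CD88 ratio was -0.94 (-0.97 to -0.92). Less transcript is a candidate explanation: the log2 ratio of C5ar1, the gene of CD88, was -0.31 (-0.46 to -0.17), from 205 CPM in airway and 254 CPM in blood neutrophils. In parenchymal neutrophils C5ar1 was higher than in blood (0.25) while the antibody was not. For the other proteins, transcript and antibody went together only in part. CD172a was lower in airway by antibody (-0.44 per isotype UMI), whereas its gene Sirpa was not distinguishable from 0 (0.12, -0.08 to 0.33). Ly6C was higher by antibody (0.32 per isotype UMI, 0.06 as a share), whereas Ly6c2 fell by 1.41 on the log2 scale. For Ly6G and CD24 the direction of the antibody depended on the scaling (0.18 and 0.15 per isotype UMI, -0.08 and -0.11 as a share), while Ly6g fell by 2.30 and Cd24a was 1.91 higher. CD11b was higher by antibody under both scalings (0.52 and 0.26), and its gene Itgam was not distinguishable from 0 (0.12, -0.01 to 0.25). The transcript ratios are on CPM only. With the TMM log2 factors of 0.276 in airway and -0.173 in blood, the ratios of Sirpa and Itgam would turn negative. The calls for these genes therefore depend on the scaling. Apart from the transcript level no biological explanation was tested, such as shedding or internalization of the receptor.

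An intravenous CD45 label was found on 46 of 209 endothelial-like cells (22.0%, 16.6 to 28.2), a cell type whose Ptprc level, the gene of CD45, was 82.5 CPM against 1346 in blood neutrophils. The paper does not report on these cells. Doublets of an endothelial cell and a blood neutrophil would bring the most abundant neutrophil transcripts. The planned comparison, S100a8 in cells with a CD45 count over those without (ratio 0.563, 0.497 to 0.636), does not decide this, because its reference holds 18 cells with the airway label that were rich in S100a8 (18407 CPM). Against the 145 cells with neither label the ratio was 6.33 (5.04 to 8.00). Cell by cell, 1 of the 46 labelled cells (2.17%, 0.0550 to 11.5) had at least 76 S100a8 UMIs, the number that 95% of blood neutrophils reach, and their median was 1 UMI, against 545 in blood neutrophils. This argues against doublets as the source of all of these cells, and single doublets among them are not excluded. Free antibody spread evenly over all droplets would give endothelial-like cells no larger share than neutrophil-like cells with the airway label, of which 4.95% had a CD45 count (103 of 2082). The filter counts the CD45 label as an antibody and so lowers this share. With no cell filter the shares were 32.6% (27.8 to 37.7) of 359 endothelial-like cells and 15.3% (14.1 to 16.5) of 3486 airway-labelled neutrophil-like cells, and with antibodies counted without the labels 27.5% (22.3 to 33.3) and 12.4% (11.2 to 13.6), which argues against an even spread as the whole cause. Labelled endothelial-like cells were deeper than those with neither label (median 2846 RNA UMIs against 1689). Antibody that reached cells lining the vessels, as antibody bound without CD45 or as complexes with rmCD45, is a hypothesis that was not tested. No biological explanation was tested, as the design names no condition that differs between these cells.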

How the results depend on the processing

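Chosen only after the result was seen were the limit of 31 antibodies, the count of antibodies without the CD45 labels, the addition of the unnamed cluster, and every setting in which the label cut-offs were set again on the changed cells. No paired analysis was possible because the files hold no assignment of cells to mice, and with 1 library no comparison between groups of samples could be made.

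In all 28 settings compared, the 9 airway-up genes were highest in airway, the 6 airway-down genes lowest in airway, and the 9 genes reported for tissue and blood higher in parenchyma than in blood. Of the 5 translation genes, 4 to 5 were lower in parenchyma than in blood. For each setting, 81 ratios of the 27 text genes were compared. Among the ratios whose interval excluded 0 at the main setting, the sign reversed 11 times, of which 8 times under alternatives set beforehand, and these reversals concerned Rpl30, Lcn2, Ccl3 and Il1a. The ratios whose interval included 0 also changed sign under some settings, namely those of Coro1a, Selplg and Cxcr2 for parenchyma over blood and that of Rpl30 for airway over parenchyma (between -0.31 and 0.28). Many ratios moved beyond their counting interval, for example 71 of 81 with DSB-like labels, 63 with TMM and 45 at a CD45 cut-off of 2. The cause was not tested for any of the changes listed here, except where the setting itself moves cells between classes. The isotype limit on each control, and a CD45 cut-off of at least 1, equal the main choice and changed nothing. Differences of mean log1p values were compared in sign only, and no ratio whose interval excluded 0 changed sign, while that of Cxcr2 for parenchyma over blood, whose interval included 0, did. Removal of Scrublet doublets gave no values. DSB-like labels gave no double-positive share over all barcodes.

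The main values are shares of 52.9% airway, 25.8% parenchymal and 18.5% blood neutrophils, Cd274 ratios of 3.47 (airway over blood) and 1.17 (parenchyma over blood), an airway-blood distance 2.74 times the parenchyma-blood distance, and double-positive shares of 3.29% after and 11.8% before the filter. They are taken in that order below.

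Raising the CD45 cut-off moves blood cells to the parenchymal class by construction. At 2 UMIs the shares were 55.3%, 34.4% and 9.99%, the distance ratio 2.60 and the double-positive shares 0.608% and 4.25%. At 3 UMIs the shares were 55.5%, 39.2% and 5.16%, Cd274 parenchyma over blood 0.95, the distance ratio 2.24 and the double-positive shares 0.252% and 2.75%. There the parenchyma over blood ratios of Lcn2 (-0.018) and Rpl30 (0.067) reversed.

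With the CD45.2 cut-off lowered to 8 UMIs the shares were 57.0%, 21.7% and 16.0%, Cd274 parenchyma over blood 0.80 and the double-positive shares 5.46% and 14.1%. Raised to 34 UMIs, it gave 48.3% airway and 30.4% parenchymal neutrophils, 1.75 for Cd274 parenchyma over blood and a distance ratio of 2.43. DSB-like values gave 50.5%, 7.78% and 9.51%, Cd274 ratios of 2.22 and 0.20, a distance ratio of 1.89 and 32.7% double-positive cells after the filter. Under them the parenchyma over blood ratios of Ccl3 (-0.58), Il1a (-0.0084) and Lcn2 (-0.064) and the airway over blood ratio of Rpl30 (0.040) reversed. The centred log-ratio gave 51.0% airway and 27.7% parenchymal neutrophils, 1.45 for Cd274 parenchyma over blood and a distance ratio of 2.63.

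With no cell filter, all 9112 barcodes and 5831 neutrophil-like cells entered, with 50.7% airway and 20.96% parenchymal neutrophils, Cd274 ratios of 3.19 and 0.90, a distance ratio of 3.08 and 11.8% double-positive barcodes, and Rpl30 airway over blood reversed (0.031). With the cut-offs set again on these 5831 cells of 9112 barcodes, the shares were 57.1%, 29.6% and 10.8%, the Cd274 ratios 3.16 and 0.69, Rpl30 airway over blood 0.068 (reversed) and both double-positive shares 4.21%. A limit of 31 antibodies gave 23.7% parenchymal neutrophils and 4.57% double-positive barcodes, and with cut-offs set again 56.5%, 32.4% and 10.3%, 0.96 for Cd274 parenchyma over blood, and double-positive shares of 0.902% and 4.21%. Antibodies counted without the CD45 labels gave 50.9%, 22.0% and 20.0%, 3.16 for Cd274 airway over blood and 7.83% double-positive barcodes. With cut-offs set again this became 56.2%, 31.2% and 11.2%, Cd274 ratios of 3.18 and 0.82, and double-positive shares of 1.83% and 4.19%.

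All cells that met the filter, with no selection of clusters, gave 16.7% blood cells, 3.25 for Cd274 airway over blood and a distance ratio of 2.46. With cut-offs set again the shares were 56.7%, 33.9% and 8.73%, the distance ratio 2.23, and Lcn2 parenchyma over blood reversed (-0.036). The Ly6G antibody gate gave 57.4%, 23.2% and 15.9% and a distance ratio of 2.57, and with cut-offs set again 60.2%, 30.6%, 8.54% and 2.41, with Rpl30 airway over blood reversed (0.036). Neutrophils selected at a Leiden resolution of 0.25 gave 57.2%, 23.6%, 16.0% and 2.57, and with cut-offs set again 60.0%, 31.02%, 8.65% and 2.42. At 0.75 the values were 57.2%, 23.7%, 16.0% and 2.59, and with cut-offs set again 59.9%, 31.1%, 8.63% and 2.44. With the unnamed cluster added they were 57.1%, 23.6%, 16.0% and 2.61, and with cut-offs set again 60.0%, 31.04%, 8.57% and 2.44. In each of these 5 selections with cut-offs set again, the CD45 cut-off was 2 UMIs, and the double-positive shares were 0.608% and 4.25%.

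TMM scaling lowered Cd274 airway over blood to 3.02. Thinning every cell to 1000 UMIs reversed Rpl30 airway over blood (0.052). The overlap of parenchymal and blood neutrophils in RNA clusters, 82.1%, was 74.8% at a resolution of 0.75, 76.3% with 10 principal components and 74.2% with 50. Of the 30 entries of genes chosen by size, 16 were shared with the list made at a mean of at least 20 CPM and 8 with the list made without a limit, as genes with few UMIs enter by construction.

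Depth limits these results through the labels. The median of 2 CD45 UMIs in blood neutrophils leaves the line between blood and parenchyma open. The airway label was deeper, with a median of 77 UMIs, but cells lay between CD45.2 cut-offs of 8 and 34 UMIs, so the line between airway and parenchyma is not sharp either, and Cd274 parenchyma over blood was 0.80 at the lower and 1.75 at the higher of them. Ratios against blood are imprecise for genes with few UMIs there, such as Cxcl9, Csf3, Serf1 and Mki67, each with 3.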

Differences from the paper's values

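Chosen only after the result was seen were the settings with a limit of 31 antibodies, with antibodies counted without the CD45 labels and with the unnamed cluster, and the comparison of RNA counts between double-positive and other cells after the filter.

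The only value the paper states for a measure computed here is its 5543 lung neutrophils in Fig. 4A. Selected as neutrophil-like after the stated filter were 3742 cells, and the paper's number is 1.48 times as large. It also exceeds the 4766 barcodes that met the stated filter. Of the settings fixed before the data were examined, the nearest was that with no cell filter, with 5831 cells, 1.05 times the paper's number. For the next ones the paper's number was the larger: 1.16 times the 4766 of all cells that met the filter, 1.26 times the 4413 of the Ly6G antibody gate, and 1.27 times the 4349 and 4358 at Leiden resolutions of 0.25 and 0.75. Among the settings chosen after the values were seen, antibodies counted without the CD45 labels gave 5350 cells, a limit of 31 antibodies 4881 and the unnamed cluster 4385. No setting gave the paper's number.

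The paper states that double-positive signals came only from non-single cells and were filtered out. After the filter, 157 of 4766 barcodes (3.29%) still had both labels at the main cut-offs, with a median RNA count 1.13 times that of cells with a single label. Before the filter the double-positive barcodes had 1.67 times the median RNA count of the others. At CD45 cut-offs of 2 and 3 UMIs, 0.608% and 0.252% were left.

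The paper also filters on total RNA counts above a limit that no barcode reached, as the largest held 38959 UMIs.

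The paper describes Cd14, Acod1, Ccrl2, Cxcl2, Il1rn, Ncf1, Ptafr, Clec4d and B2m as upregulated in blood and tissue neutrophils. All 9 were lowest in blood and highest in airway neutrophils. All 9 were also higher in parenchyma than in blood, which is the comparison the legend of Fig. 4C names.

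The paper calls the genes of translation downregulated in the same cells. All 5 were highest in blood neutrophils, and all 5 were lower in parenchyma than in blood, again the comparison of that legend.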

Other observations

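Chosen only after the result was seen were the test of double-positive cells at a CD45 count of 1, the RNA counts of removed barcodes, the cell cycle genes per Mki67 UMI and the count distribution of the CD45 label.

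Neutrophils with neither label make up the parenchymal class, and cells whose shallow CD45 label was not sampled would fall into it. If all of them were such blood neutrophils, their profile would differ from blood by sampling alone. The parenchyma-blood distance was above every distance between random parts of the blood neutrophils in 20 of 20 draws (lowest 0.293 against highest 0.215), which argues against this for the class as a whole. The draws reuse nearly the same blood cells, so they are not 20 independent results. Part of the class may still be blood neutrophils. A Poisson distribution fitted to the CD45 counts of labelled cells expects 158 cells at 0, 16.3% of the class, and a negative binomial distribution, which fitted better (minus log likelihood 991 against 1020), expects 433, or 44.8%. True parenchymal cells and unsampled blood cells cannot be told apart cell by cell, as the share depends on the distribution assumed and the data hold no cells known to be blood neutrophils.

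The levels in parenchymal neutrophils lay between those of airway and blood neutrophils for the airway-up genes. A mixture of blood neutrophils with airway neutrophils that had lost their label would give such values. Of the parenchymal cells, 815 (84.3%) were in the 2 RNA clusters that hold most blood neutrophils. Within these clusters, where 5.00 unsampled airway cells would be expected, the Cd274 ratio of parenchyma over blood was 0.60 (0.36 to 0.84) and that of Sod2 1.33 (1.01 to 1.67), which argues against such a mixture as the whole cause. These ratios were smaller than the 1.17 and 2.64 over the whole class, to which the 152 parenchymal cells in other clusters contribute. The drop was larger for Ccl3 (0.36, 0.06 to 0.67, against 3.19) and Ccl4 (0.70 against 2.96), and for the 152 cells, which were in clusters rich in airway neutrophils, a missed airway label is not excluded. For Il1a (0.46, -0.26 to 1.20) and Lcn2 (0.02, -0.01 to 0.06) no difference was detectable within the clusters.

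The higher Cd274 and Sod2 levels in airway neutrophils were tested for 2 technical causes. With every cell thinned to the same depth, the log2 ratio of airway over blood was 3.27 (2.98 to 3.58) for Cd274 and 5.82 for Sod2. Without S100a8 and S100a9 in the totals it was 3.06 (2.88 to 3.25) and 5.72. Neither a difference in UMIs per cell nor the share taken by these 2 genes accounts for the increase. A difference in biology between the compartments remains a hypothesis, as the compartments were defined from the same library and no second library was analysed here.

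Barcodes with both labels before the filter had 1.67 times the median RNA count of those with 1 label, in line with doublets of an airway and a blood cell among them. Those that were left after the filter were different. Of the 103 neutrophil-like cells with both labels, 88.3% (80.5 to 93.8) had a CD45 count of 1, against 46.0% (42.3 to 49.8) of blood neutrophils. Doublets with a blood neutrophil would carry the counts of blood neutrophils, so this argues against doublets as the source of all of them. A single stray CD45 UMI on an airway cell was not tested separately.

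The filter on the number of antibodies removed 47.7% of the barcodes, and 2638 of the 4346 removed had the airway label alone. A higher antibody depth per barcode is a candidate explanation for reaching 30 antibodies: after thinning to 1000 antibody UMIs, the difference of the median number detected between removed and kept barcodes was 0 (23 in both), from 31 and 28 before. A few more antibodies were still seen in removed barcodes by the mean (23.5 against 22.5). If all removed barcodes were doublets, removed airway barcodes would hold about the RNA of 2 cells. Their median RNA count was 1.24 times that of kept airway barcodes (2564 against 2063), below the 4381 of summed pairs. Some doublets among them are not excluded.

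Among the genes chosen by size, the largest airway over blood ratios were those of Cxcl9 (8.11, 6.56 to 10.38), Csf3 (7.75, 6.20 to 10.03), Serf1 (7.71), Mki67 (7.58, 6.03 to 9.86) and Ccl3 (7.17). All of these but Ccl3 rest on 3 UMIs each in blood neutrophils. Bcl2a1a, among the 5 largest for parenchyma over blood (2.81), has near-identical copies, so its counts are uncertain. The largest decreases in airway were those of Bmx (-4.58, -5.20 to -4.01), Ngp (-4.28), Mtus1 (-3.84), R3hdm4 (-3.76) and Dck (-3.71). Between parenchyma and blood the largest decreases were in Camp (-1.86), Add3 (-1.18), Ngp (-1.13), Ltf (-1.12) and Clec12a (-1.001). Camp, Ngp and Ltf encode granule proteins, and Camp was lowest in parenchyma, with 128 CPM in airway, 68.9 in parenchymal and 250 in blood neutrophils. No explanation was tested for these genes other than for Mki67.

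Mki67, a marker of dividing cells, was at 229 CPM in airway and 1.19 CPM in blood neutrophils, and 423 airway neutrophils (21.4%) had a UMI of it. Dividing cells among the airway neutrophils would bring other cell cycle genes. For each Mki67 UMI, airway neutrophils had 0.0207 UMIs (0.0129 to 0.0315) of 14 other cell cycle genes, 22 UMIs in all against 1062 of Mki67. In NK cell-like cells the value was 5.45 (3.98 to 7.60). This argues against dividing cells as the source. The test replaced a planned median over the 14 genes, which could not be computed because only 2 of them had UMIs in both compartments. What the Mki67 UMIs in airway neutrophils stand for stays open.

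The intravenous label was found without the airway label on 29 of 68 NK cell-like cells (42.6%, 30.7 to 55.2), together with it on 3 more, and on 8 of 15 B cell-like cells. No explanation was tested.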
